# Poly (ADP-Ribose) Polymerase 1 Regulates Cajal–Retzius Cell Development and Neural Precursor Cell Adhesion

**DOI:** 10.3389/fcell.2021.693595

**Published:** 2021-10-11

**Authors:** Megan M. Nelson, J. Damon Hoff, Mya L. Zeese, Gabriel Corfas

**Keywords:** PARP1, cortical development, Reelin, neuronal adhesion, N-cadherin

## Abstract

Poly (ADP-ribose) polymerase 1 (PARP1) is a ubiquitously expressed enzyme that regulates DNA damage repair, cell death, inflammation, and transcription. PARP1 functions by adding ADP-ribose polymers (PAR) to proteins including itself, using NAD^+^ as a donor. This post-translational modification known as PARylation results in changes in the activity of PARP1 and its substrate proteins and has been linked to the pathogenesis of various neurological diseases. PARP1 KO mice display schizophrenia-like behaviors, have impaired memory formation, and have defects in neuronal proliferation and survival, while mutations in genes that affect PARylation have been associated with intellectual disability, psychosis, neurodegeneration, and stroke in humans. Yet, the roles of PARP1 in brain development have not been extensively studied. We now find that loss of PARP1 leads to defects in brain development and increased neuronal density at birth. We further demonstrate that PARP1 loss increases the expression levels of genes associated with neuronal migration and adhesion in the E15.5 cerebral cortex, including *Reln*. This correlates with an increased number of Cajal–Retzius (CR) cells *in vivo* and in cultures of embryonic neural progenitor cells (NPCs) derived from the PARP1 KO cortex. Furthermore, PARP1 loss leads to increased NPC adhesion to N-cadherin, like that induced by experimental exposure to Reelin. Taken together, these results uncover a novel role for PARP1 in brain development, i.e., regulation of CR cells, neuronal density, and cell adhesion.

## Introduction

Poly (ADP-ribose) polymerase 1 (PARP1) is a ubiquitously expressed enzyme that plays roles in a variety of key biological processes, including DNA repair, inflammation, transcription, and programmed cell death (Kraus, 2008; Krishnakumar and Kraus, 2010; Jubin et al., 2017). PARP1 exerts its functions by protein PARylation, a post-translational modification consisting of the covalent attachment of ADP-ribose polymers (PAR) to itself and other proteins using NAD^+^ as a donor (Krishnakumar and Kraus, 2010). Extensive evidence implicates PARP1 in a number of nervous system diseases, including neurodegenerative disorders (Mao and Zhang, 2021), ischemic stroke (Endres et al., 1997; Chiarugi, 2005), glioma (Galia et al., 2012; Murnyák et al., 2017), epilepsy (Kim et al., 2014), traumatic brain injury (Stoica et al., 2014), and psychiatric disorders (Szebeni et al., 2016). Pharmacological inhibition of PARP1 *in vivo* causes defects in long-term memory (Goldberg et al., 2009), while complete loss of PARP1 causes impaired short-term memory formation (Hong et al., 2019). Additionally, adult PARP1 KO mice have a reduced brain weight, altered neuronal proliferation within the brain’s dentate gyrus (Plane et al., 2012) and subventricular zone (Hong et al., 2019), and display schizophrenia-like behaviors, including defects in pre-pulse inhibition, decreased social interaction, and increased anxiety-like behaviors (Hong et al., 2019). Accordingly, human studies have linked mutations in genes affecting PARylation to episodic psychosis, intellectual disability, peripheral neuropathy, ataxia, and increased risk of stroke (Najmabadi et al., 2011; Danhauser et al., 2018; Meng et al., 2018; Durmus et al., 2021).

Despite evidence that PARP1 dysregulation contributes to aberrant brain function and related disorders in humans and mice, very few studies have examined the roles of PARP1 in brain development. It has been reported that PARP1 loss in mice causes enlarged ventricles at E14.5, increases cortical cell death at E16.5 and E18.5, and impairs the proliferation of neural stem cells derived from embryonic telencephalon (Hong et al., 2019). This study also found that PARP1 influences neural stem cell differentiation by repressing a glial cell fate *in vitro* (Hong et al., 2019). While it is apparent that loss of PARP1 has detrimental effects on brain development and function, little is known about its role in regulation of neuronal migration and cortical patterning. Furthermore, no studies have yet assessed the effect of PARP1 loss on gene expression in the embryonic brain.

Here, we show that PARP1 loss results in decreased cortical thickness and increased neuronal density at birth. These changes are associated with an increase in Cajal–Retzius (CR) cell abundance and *Reln* mRNA levels in the PARP1 KO embryonic brain and in neural progenitor cells (NPCs) derived from the embryonic mutant telencephalon. Accordingly, PARP1 KO NPCs show excess adhesion to N-cadherin, likely through Reelin signaling. Additionally, RNA-sequencing of the PARP1 KO E15.5 cortex demonstrates that PARP1 loss results in increased expression levels of many genes associated with neuronal migration and adhesion during embryonic brain development. Taken together, our findings uncover a new role for PARP1 in regulating CR cell development, neuronal density, and cell adhesion.

## Materials and Methods

### Poly (ADP-Ribose) Polymerase 1 KO Mice

The PARP1 KO mouse line 129S-*Parp1^TM 1*Zqw*^*/J^64^ was obtained from the Jackson Laboratory and maintained on a 129S1/SvImJ background. All animals were kept under a 12/12 h light/dark cycle and allowed food *ad libitum*. Animal procedures were reviewed and approved by the University of Michigan Institutional Animal Care and Use Committee. Embryonic dating was performed with vaginal plugging denoted as embryonic day 0.5 (E0.5). Following vaginal plugging, females were separated and sacrificed at the indicated time points.

### Cell Culture and Treatments

For primary NPC cell cultures, pregnant females were euthanized *via* cervical dislocation. Telencephalons were dissected from E14.5 embryos in ice-cold phosphate-buffered saline (PBS), meninges were removed, and cortices were dissociated into single cells with StemPro Accutase (ThermoFisher) for 5 min. NPCs were seeded as neurospheres in T75 flasks at 500,000 cells/mL and expanded for 2 days in NPC media (DMEM with GlutaMAX, 1% penicillin/streptomycin, and 2% B27 without RA) supplemented with epidermal growth factor (EGF, 20 ng/mL) and basic fibroblast growth factor (bFGF, 20 ng/mL) in a humidified 5% CO_2_/95% air incubator at 37°C. Half of the media was changed every day, with replenishment of EGF and bFGF each day. On day 3, neurospheres were dissociated with Accutase into a single cell suspension and plated in NPC media supplemented with bFGF (20 ng/mL). Plates were pre-prepared by incubating in Poly-L-Lysine (Sigma) 30 min or overnight followed by Fibronectin (1 μg/mL, Corning) for 2 h. Experiments on adherent NPCs were performed on day 2 after plating unless otherwise indicated.

To inhibit PARP1 enzymatic activity, NPCs were treated with Olaparib (a gift of C. Brenner) at the indicated concentrations (30, 50, or 100 nM) for 48 h starting on day 1 following plating. Half of the media was replenished each day, and cells were re-treated with Olaparib every 24 h. For Reelin-positive cell quantification, NPCs were plated on coverslips and treated with 50 nM Olaparib for 72 h. To test Olaparib efficacy, NPCs were pre-treated with 30, 50, or 100 nM Olaparib for 1 h prior to 10 min treatment with 50 μM H_2_O_2_. To assess RNA stability, NPCs were treated with Actinomycin D (10 μg/mL) for 2 or 4 h in the presence or absence of Olaparib (100 nM). HEK293T cells were maintained in DMEM with GlutaMAX, 1% penicillin/streptomycin, and 10% fetal bovine serum in a humidified 5% CO_2_/95% air incubator at 37°C.

### RNA-Sequencing and Analysis

Pregnant females were euthanized *via* cervical dislocation. E15.5 embryos were placed in ice-cold PBS, brains were dissected, and the cortical hemispheres were isolated. The meninges and ganglionic eminences were removed from the cortex, and the tissue was stored in RNAlater (Invitrogen) until RNA extraction. RNA was extracted from wild-type (WT) and PARP1 KO dorsal cortex using the Qiagen RNeasy Mini Kit with on-column DNase digestion (Qiagen), then analyzed with a BioAnalyzer to measure RNA quality. RNA with RNA integrity numbers (RINs) greater than 8 were sequenced (*n* = 4 of each genotype). Non-strand specific polyA-selected cDNA libraries were prepared. Single-end sequencing was then completed with read lengths of 50 nucleotides using an Illumina HiSeq-4000 Sequencing System. cDNA library preparation and sequencing were carried out by the University of Michigan DNA Sequencing Core. Sequences were mapped to the mouse genome (mm9) using HISAT, transcript counts obtained with HTseq-count, and differential gene expression analysis completed using DESeq2. All analysis was carried out with Galaxy^1^. The volcano plot was generated with RStudio. *p*-Values adjusted for multiple comparisons (*q*-value) < 0.05 indicated genes with statistically significant differences. Gene Ontology Analysis of dysregulated genes was performed using the Panther Classification system^2^. Protein interaction analysis was completed using Cytoscape software.

### Immunofluorescence and Quantification

Whole brains were dissected from E15.5 embryos or P0 pups in ice-cold PBS, fixed in 4% paraformaldehyde (PFA) in 1× PBS for 24 h, cryoprotected in 30% sucrose, embedded in OCT Compound (Fisher), and snap frozen in isopentane on dry ice. Frozen brains were cryosectioned at a thickness of 14 μm onto Superfrost plus slides (Fisher). Sections were blocked in 5% Normal Goat Serum (Jackson ImmunoResearch) with 2% Triton in PBS for 1 h, then incubated overnight at 4°C in primary antibody diluted in blocking buffer. The next day, sections were washed 3× in 1× PBS, incubated in corresponding Alexa-Fluor secondary antibodies (Invitrogen) diluted in blocking buffer (1:500) 1–2 h, and coverslipped with Fluoro-Gel II with DAPI (Electron Microscopy Services). Confocal *z*-stack images through the full depth of each section with a *z*-step of 2 μm were taken at a magnification of 20× or 40× with a Leica SP8 confocal microscope. For each biological replicate, cells from three sections and three images per section were quantified by an individual blind to the genotype and averaged. Cell number and layer thickness quantification were completed using Fiji software.

For Reelin NPC immunostaining, NPCs were plated on round glass coverslips. On day 2 after plating, coverslips were fixed in 4% PFA for 10 min, washed 3× in 1× PBS, then blocked in 10% Normal Goat Serum (Jackson ImmunoResearch) with 0.2% Triton in PBS for 1 h. Coverslips were then incubated in Reelin primary antibody overnight diluted in blocking buffer. Following three washes in 0.2% triton in PBS, coverslips were incubated in the corresponding Alexa-Fluor secondary antibody diluted in blocking buffer (1:500, Invitrogen) for 1–2 h, then mounted on slides with Fluoro-Gel II with DAPI (Electron Microscopy Services). For Reelin-expressing cell quantification in WT and PARP1 KO NPCs, images of whole coverslips were taken with a Leica SP8 confocal at 20× magnification with image stitching. For quantification of Reelin-expressing cells after PARP1 inhibition with Olaparib (50 μM) or shRNA-mediated knockdown, images of whole coverslips were taken with a Nikon TE300 inverted fluorescent microscope equipped with Stereoinvestigator (MBF Bioscience), using the slide scan module. For each biological replicate, all Reelin-expressing cells from three coverslips were quantified and averaged. Quantification and mean fluorescence intensity analysis were performed using Fiji. The following primary antibodies and concentrations were used in this study: mouse anti-Reelin (1:500, clone G10, Millipore #MAB5364), rabbit anti-TBR1 (1:250, Abcam #ab31940), and rat anti-CTIP2 (1:500, Abcam #ab18465).

### Cresyl Violet Staining and Brain Volume Quantification

Wild-type and PARP1 KO littermates were sacrificed at birth, and their brains were dissected then fixed in 4% PFA for 24 h. Brains were cryoprotected in 30% sucrose, embedded in OCT, then cryosectioned with a section thickness of 70 μm. Serial sections were stained with 0.5% cresyl violet using standard procedures. Slides were digitally scanned with the assistance of the University of Michigan *In Vivo* Animal Core (IVAC), and surface areas of each brain section were quantified with Fiji. To calculate the brain volume, the surface areas of each section were summed together and multiplied by the section thickness. Cortical surface area and thickness were quantified with Fiji.

### EdU Labeling *in vivo*

Pregnant dams from PARP1 heterozygous crosses were injected intraperitoneally with EdU (50 mg/kg) at E13.5. Littermate P0 pups were transcardially perfused at birth with PBS followed by 4% PFA, then whole brains were dissected and postfixed in 4% PFA for 24 h. Brains were then either cryoprotected in 30% sucrose, embedded in OCT, and cryosectioned at a thickness of 20 μm or embedded in 4% agarose and sectioned coronally on a vibratome at a thickness of 50 μm. EdU was visualized using the Click-iT EdU Cell Proliferation Kit (Invitrogen), following the manufacturer’s protocol. Brain sections were subsequently co-stained for the layer VI marker TBR1 (1:250) following the immunofluorescence staining protocol described above. Slides were coverslipped with Fluoro-Gel II containing DAPI (Electron Microscopy Services). Confocal *z*-stack images through the full depth each section were taken at 20× magnification with a Leica SP8 confocal microscope. Each image was separated into the area below layer VI, the area within layer VI, and the area above layer VI, and the number of EdU positive cells within each defined area was quantified using Fiji by an individual blinded to the genotype. For each biological replicate, three sections and three images per section were quantified and averaged.

### RNA Isolation and RT-qPCR

RNA was isolated from the cortex after removal of meninges and ganglionic eminences or from cultured NPCs using a Qiagen RNeasy Kit or ThermoFisher PureLink RNA Mini Kit, following the manufacturer’s instructions. RNA extraction from tissue was completed with on-column DNase digestion (Qiagen). Equal amounts of RNA (400 ng^–1^ μg) were reverse transcribed into cDNA using an iScript cDNA Synthesis Kit (Bio-Rad) following manufacturer’s instructions. cDNA was diluted fivefold for the PCR reaction. Quantitative PCR was performed using iTaq SYBR Green Supermix (Bio-Rad) with a Bio-Rad CFX96 Thermocycler. Each sample was run in duplicate. Each well of the 96-well plate contained 5 μL iTaq SYBR Green Supermix, 2.5 μL diluted cDNA, and 3 pmol of each forward and reverse primer. The cycling conditions were as follows: 95°C for 30 s followed by 39 cycles of 95°C for 5 s and 60°C for 30 s. Normalized Gene Expression (NGE) was calculated using the efficiency of each primer with the following formula: [efficiency_target^–CT^_target_/efficiency_reference^–CT^_ref_]. Fold changes in mRNA level were then calculated relative to controls for each experiment. All primer sequences are in Table 1.

**TABLE 1:** Sequences of primers used for quantitative RT-PCR.

Gene name	Forward sequence (5′ – 3′)	Reverse Sequence (5′ – 3′)
*Reln*	GTCGTGTCTTCTGGATCTTCTC	CAGCACTCTCTCCTCCTATCT
*Nav1*	CCAGCCACCAAGTTAGCAGA	CATGGGTGTCGCTGGAAGAT
*Tnc*	ACCATGCTGAGATAGATG TTCCAAA	CTTGACAGCAGAAACACCAATCC
*Txnip*	GTCAGTGTCCCTGGCTCCAAGA	AGCTCATCTCAGAGCTCGTCCG
Δ*Np73*	CTACCATGCTTTACGTCGG	CTGCCCATCTGGTCCAT
*TAp73*	GCACCTACTTTGACCTCCCC	GCACTGCTGAGCAAATTGAAC
*Car10*	GAGAGCAAGAGCCCAGAACTC	CTCACCAGTGGCAGAAATGGC
*Calb2*	CGGAGCTGGCGCAGAT	CTGCCTGAAGCACAAAAGGAA
*Parp1*	GGCAGCCTGATGTTGAGGT	GCGTACTCCGCTAAAAAGTCAC
*Gapdh*	TCACTGCCACCCAGAAGA	GCCAAGCCCTGAGCATAA
*Rpl19*	ACCTGGATGAGAAGGATGAG	ACCTTCAGGTACAGGCTGTG
β*-actin*	TCCCATTGAACACGGAGTG	CCTCGGTGAGAAGAATAGATGT

### shRNA-Mediated Poly (ADP-Ribose) Polymerase 1 Knockdown

Lentiviral packaging plasmids and scramble shRNA or *Parp1* shRNA constructs were transfected into HEK293T cells using Lipofectamine 3000 (Invitrogen). Lentiviral supernatants were collected and concentrated using Lenti-X Concentrator (Clontech) and titered with puromycin selection. To test the efficacy of PARP1 protein knockdown, NPCs were transduced with scramble or *Parp1* shRNA-expressing lentivirus at multiplicity of infection (MOI) 2 for 48 h. To assess the effects of PARP1 knockdown on gene expression, NPCs were transduced with scramble or *Parp1* shRNA-expressing lentivirus at MOI 3 for 48 h, then media was replaced with fresh NPC media and cells were lysed 24 h later. bFGF (20 ng/mL) was supplemented every 24 h. *Parp1* shRNA plasmid was obtained from Sigma (clone ID NM_007415.2-3021s21c1) with the following sequence: 5′-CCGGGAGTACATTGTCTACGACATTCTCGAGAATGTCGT AGACAATGTACTCTTTTTG-3′. Lentiviral packaging plasmids and scramble shRNA plasmid were gifts of S. Iwase.

### Luciferase Assay

Neural progenitor cells were co-transfected with a *Reln*-promoter luciferase construct that contained 2600 bp upstream of the *Reln* transcription start site (Chen et al., 2002) (a gift of D. Grayson) and *CMV*-Renilla at a 50:1 ratio with Lipofectamine 3000. NPCs were treated with either Olaparib (100 nM) for 24 or 48 h or Valproic Acid (VPA, 1 mM) for 12 or 24 h. Luciferase activity was measured using a Dual-Luciferase Assay Kit (Promega), following the manufacturer’s instructions. Luciferase intensity was measured with a BioTek plate reader. Final values were obtained by normalizing firefly luciferase to Renilla luciferase. Technical replicates were obtained in triplicate.

### Western Blot

For Reelin western blots, NPCs were lysed in RIPA buffer (Sigma) containing protease and phosphatase inhibitors. Equal amounts of protein were diluted in 4× Laemmli buffer with 10% β-mercaptoethanol (BME) and run on 4–15% SDS polyacrylamide gels. For western blotting of conditioned media, protein concentrations were quantified, and equal amounts of protein were diluted in 4× Laemmli buffer with 10% BME and run on 6% SDS polyacrylamide gels. Reelin in conditioned media was normalized to GAPDH in corresponding cell lysates. Gels were transferred onto PVDF membranes overnight at 4°C (wet transfer at 40 mA). Blots were subsequently blocked in Intercept Blocking Buffer (Licor) (for Reelin) or 5% Bovine Serum Albumin (BSA) (for GAPDH), incubated in primary antibody for 3 h, washed in 0.2% tween in PBS, then incubated in HRP-conjugated secondary antibody (Cell Signaling Technology). For pDab1 and PARP1 western blot, samples were lysed in RIPA buffer (Sigma) containing protease and phosphatase inhibitors. For PAR western blot, PARG inhibitor (1 μM ADP-HPD) was also added to RIPA lysis buffer. Equal amounts of protein were diluted in 4× Laemmli buffer with 10% BME and run on 7.5 or 8% SDS polyacrylamide gels, then transferred for 1.5 h onto PVDF membrane with a semi-dry transfer unit. Blots were then blocked in 5% BSA and immunoblotted for primary antibody overnight. The next day, blots were washed in 0.2% tween in PBS, then incubated in HRP-conjugated secondary antibody (Cell Signaling Technology). All blots were exposed with Pierce ECL Chemiluminescent Substrate and imaged on a Bio-Rad Chemidoc.

The following primary antibodies and concentrations were used: mouse anti-Reelin (1:2000, Millipore #MAB5364), mouse anti-PAR (1:1000, Trevigen #4335), mouse anti-GAPDH (1:2000, ThermoFisher #MA5-15738), rabbit anti-PARP1 (1:2000, Cell Signaling Technology #9532) and rabbit anti-pDab1 (1:1000, Cell Signaling Technology #3325). For all antibodies used, linearity was assessed, and the amount of total protein loaded onto gels was within the linear range of the antibody. Band densities were quantified using Image Lab software (Bio-Rad) and normalized to internal control GAPDH.

### Reelin Conditioned Media

HEK293T cells were transfected with pcDNA3 or Reelin ORF (10 kb)-expressing plasmids (D’Arcangelo et al., 1997) (Addgene plasmid #122443) with Lipofectamine 3000 (Invitrogen). Twenty-four hours after transfection, media was replaced with serum-free media. Twenty-four hours later, conditioned media was collected and stored at −80°C. For pDab1 induction, NPCs were treated with 200 or 400 μL conditioned media for 10 min. Conditioned media from WT and KO NPCs was collected from adherent cultures 48 h after plating. For induction of pDab1, protein secretion was blocked by pre-treating NPCs with Brefeldin A (BFA; 0.75 μg/mL, Sigma) for 3 h. NPCs were then treated with 2 mL conditioned media from WT NPCs (supplemented with 0.75 μg/mL BFA) for 20 min.

### Atomic Force Microscopy

Atomic force microscopy force-distance (F-D) measurements were performed using a TT-AFM (AFM Workshop, SC, United States) using contact mode AFM probes of 0.2 N/m nominal stiffness (PPP-CONTAuD from Nanosensors). Probes were functionalized by incubating the tip overnight at 4°C in 100 μg/mL N-cadherin. Immediately prior to measurements, probes were rinsed 4× in PBS. Probe stiffness was determined by the Sader method in air (Sader, 1998). The optical lever sensitivity was determined in fluid for each sample using the thermal noise method (Heim et al., 2004; Hutter, 2005).

Cells were cultured on round glass coverslips. Approximately 30 min prior to the beginning of measurements, a cell-coated coverslip was epoxied to an AFM stub and transferred to a fluid AFM imaging chamber with NPC media containing 10 mM HEPES and bFGF (20 ng/mL) and maintained at 37°C throughout measurements, which were taken within approximately 1 h for each sample. For conditioned media treatment, cells were treated with control or Reelin conditioned media for 30 min prior to the beginning of measurements. For each F-D measurement, the probe was engaged with the surface with approximately 9 nN force for 5 s before retracting at a rate of 2000 nm/s. F-D curves were evaluated using a custom Matlab script to objectively parse the maximum adhesion force developed, the adhesive force for stepwise detachments, and integrated work performed for each trace. These experiments were completed in collaboration with the Single Molecule Analysis in Real-Time (SMART) Center at the University of Michigan. Statistical outliers were excluded from the datasets [<Q1–1.5 × interquartile range (IQR) or >Q3 + 1.5 × IQR]. Statistical significance in average values was assessed *via* Mann–Whitney analysis and differences in histogram distributions were assessed with a Kolmogorov–Smirnov test.

### Statistics

All statistical analyses were performed using GraphPad Prism version 7.0, except for two-way ANOVA analysis of litter size, genotype, and P0 brain weight, which was performed using SAS in collaboration with the University of Michigan Center for Cancer Biostatistics. Bars for each of the graphs represent mean ± SEM. Legends for each figure contain statistical tests performed, number of biological replicates, and specific significance values.

## Results

### Poly (ADP-Ribose) Polymerase 1 KO Mice Have Brain Development Defects

Previous studies reported that brain size is reduced in PARP1 KO mice from P11 to adulthood (Plane et al., 2012; Hong et al., 2019). We now find that both body and brain weights are smaller in PARP1 KO mice at birth (Figures 1A,B), but that brain weight is reduced to a larger relative extent than the mass of the entire body (Figure 1C). While there is an inverse correlation between litter size and brain weight in WT mice, two-way ANOVA analysis showed no significant interaction between genotype and litter size (Figure 1D), indicating that decreased brain weight in PARP1 KO animals is driven exclusively by genotype. To assess whether decreased brain weight is due to a reduction in brain size in a specific area, we collected serial coronal sections from WT and PARP1 KO P0 brains, measuring the surface area of each section on the rostral–caudal axis. We found that the surface area of PARP1 KO brain sections tends to be smaller than their WT littermates at each level along the rostral–caudal axis, indicating that brain size is reduced overall rather than in a specific area (Figure 1E), which corresponds with a reduction in brain volume in PARP1 KO animals (Figure 1F). Furthermore, the decreased brain size in PARP1 KO mice is associated with a reduced cortical surface area and thickness (Figures 1G–I).

**FIGURE 1:**
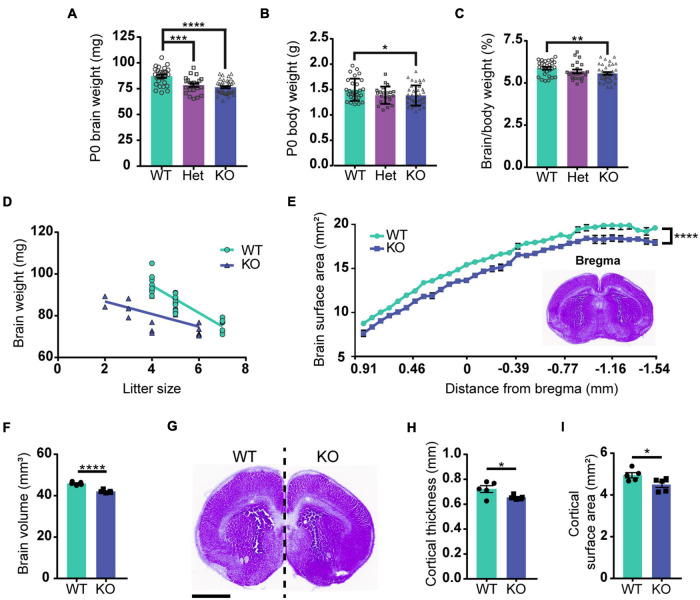
Loss of PARP1 results in reduced brain weight and cortical surface area at birth. **(A)** Brain weight of wild-type (WT) (*n* = 28), PARP1 heterozygous (Het) (*n* = 22), and PARP1 KO mice (*n* = 39) at birth (P0) shows a reduction in Het and KO mice compared with WT controls. ***p = 0.006; ****p < 0.0001 by Student’s unpaired *t*-test. **(B)** P0 body weight is reduced in KO mice compared to WT and Het animals. *p = 0.0315 by Student’s unpaired *t*-test. **(C)** The ratio of brain to body weight for each group shows a significant reduction in the relative size of KO brains compared to WT. **p = 0.0099 by Student’s unpaired *t*-test. **(D)** Litter size is inversely correlated with P0 brain weight. WT: *R*^2^ = 0.811, *p* < 0.0001; KO: *R*^2^ = 0.3725, *p* = 0.0043. *p*-Values indicate the significance of correlation within each genotype. Slopes are significantly different (*p* = 0.0029). Two-way ANOVA analysis indicated no significant interaction between litter size and genotype (*p* = 0.249). **(E)** Surface area measurement from rostral to caudal portions of the PARP1 KO brain indicates a reduced size throughout the rostral–caudal brain axis. The section designated as bregma is shown in the inset. Distance from bregma for the remaining sections is estimated. ****p < 0.0001 *via* two-way ANOVA. **(F)** Brain volume is reduced in PARP1 KO mice. **(G)** Representative image illustrating reduced brain surface area in PARP1 KO mouse. This section corresponds with bregma 1.045 mm in the adult brain. Scale bar, 1 mm. **(H)** PARP1 KO reduces cortical surface area and **(I)** cortical thickness. *p < 0.05; ****p < 0.0001 by Student’s unpaired *t*-test. Quantification shown represents brain slices corresponding with bregma 1.045 mm in the adult mouse brain. **(E–I)** *n* = 5 WT and 5 KO brains from 4 L.

The findings described above suggest that PARP1 loss alters brain development. One of the key events in neurodevelopment is the inside-out migration of neuronal progenitors, whereby early-born neurons form deeper brain layers, while later-born neurons form superficial layers (Jiang and Nardelli, 2016). In concordance with the reduction in cortical thickness at birth, immunostaining for markers of layer V and layer VI neurons (CTIP2 and TBR1 respectively; Figure 2A), showed that these layers are also thinner in PARP1 KO mice at birth (Figure 2B). However, this reduction does not correspond with an altered number of neurons within each layer (Figure 2C), indicating that the loss of PARP1 results in a normal number of more densely packed neurons (Figure 2D). Accordingly, labeling of early-born neurons *via* EdU injection at E13.5 showed no differences in placement of these neurons in layer VI at birth, nor was there any difference in the total number of EdU-labeled cells between genotypes (Figures 2E–I). Together, these results suggest that reduced brain weight in PARP1 KO mice reflects decreased cortical thickness and increased cell density without altering progenitor cell quantity or migration patterns.

**FIGURE 2:**
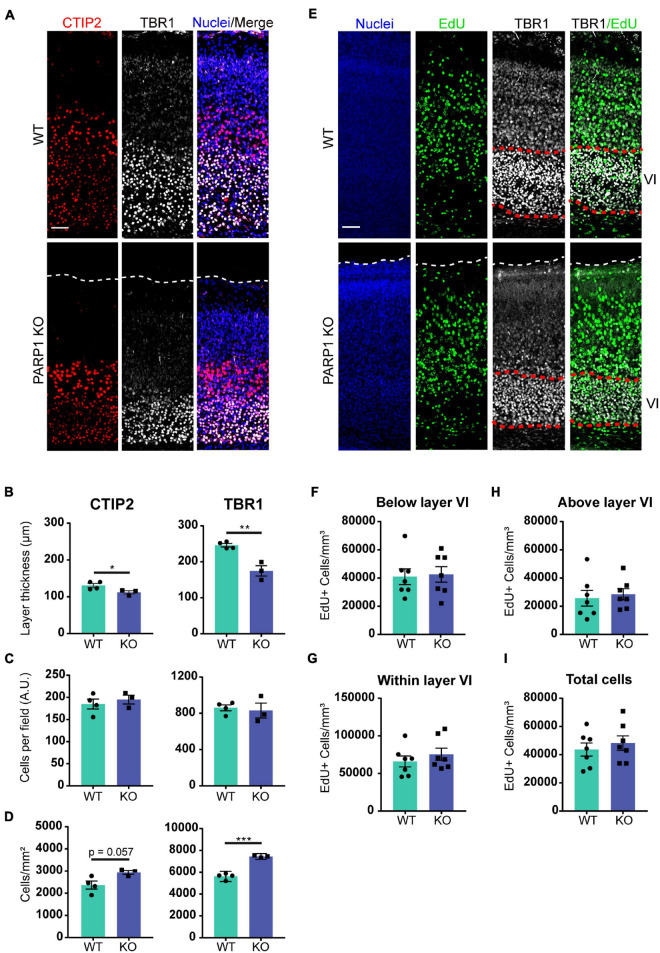
Poly (ADP-ribose) polymerase 1 KO mice have defects in cortical development. **(A)** Representative images from CTIP2+ (red, layer V) and TBR1+ (white, layer VI) cells in the cortex of P0 mice. Nuclei were labeled with DAPI (blue). Scale bar, 50 μm. **(B)** The thickness of TBR1 and CTIP2-expressing cell layers is decreased in KO P0 brains. *p = 0.0498, **p = 0.0026 by Student’s unpaired *t*-test. **(C)** The number of TBR1 and CTIP2 positive cells per field in P0 brains does not differ between genotypes. **(D)** The density of CTIP2+ and TBR1+ cells is increased in KO P0 brains. ***p = 0.0002 by Student’s unpaired *t*-test. **(A–D)** *n* = 4 WT and 3 KO animals from 2 L, average of three sections in the somatosensory cortex region per animal and three images per section. **(E)** Representative images of coronal cortical sections at P0 of mice in which proliferating cells (green) were labeled by injecting EdU (IP, 50 mg/kg) to the dam at day 13.5 of pregnancy. Nuclei were labeled with DAPI (blue), and images were co-stained with layer VI marker TBR1 (white). Scale bar, 50 μm. **(F)** PARP1 loss does not alter the number of EdU-labeled cells below layer VI, **(G)** within layer VI, or **(H)** above layer VI. **(I)** PARP1 loss does not alter the total number of EdU-labeled cells at E13.5 **(E–I)** *n* = 7 animals per genotype, average of three sections in the somatosensory cortex region per animal and three images per section.

### Loss of Poly (ADP-Ribose) Polymerase 1 Increases the Expression Levels of Genes Associated With Cell Migration and Adhesion in the E15.5 Cortex

To determine if PARP1 loss alters the brain transcriptome, we performed RNA-sequencing of the E15.5 WT and KO cortex. 

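The RNA-sequencing data comprised 8 libraries from dorsal cortex at E15.5, 4 from WT and 4 from PARP1 KO embryos, each from a separate biological replicate. The PARP1 KO line carries a targeted disruption of Parp1, and the paper states that it was kept on a 129S background. The meninges and the ganglionic eminences had been removed before RNA extraction, and the libraries were polyA-selected, single-end and not strand-specific. The authors mapped the reads to mm9 with HISAT and deposited the number of reads that HTSeq-count assigned to each gene symbol, without normalization. The tables list the same gene symbols in the same order for all libraries. Counts per library summed to 66173918, 69366995, 59196228 and 69435277 in WT replicates 1 to 4, and to 82543275, 84482339, 54508988 and 68743684 in PARP1 KO replicates 1 to 4. From these counts, library sizes were scaled with edgeR's TMM factors, which lay between 0.981 and 1.01, and genes with too few counts for a test were left out with edgeR's filterByExpr, which kept 15394 genes. Normalized counts are given in CPM after that scaling. Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at an adjusted p-value of 0.05, the q-value threshold of the paper. The paper used DESeq2, which was run on the same counts as an alternative. Reads from overlapping genes on opposite strands cannot be separated in these libraries, and the paper does not name the annotation that was used for counting.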

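Parp1, the targeted gene, lies on chromosome 1 of mm9 from 182499086 to 182531384 on the plus strand. Its normalized count was 309.7 ± 13.9 CPM (SD, n = 4) in the WT cortex and 85.4 ± 4.90 CPM (SD, n = 4) in the PARP1 KO cortex, and each PARP1 KO library lay between 81.5 and 92.0 CPM. The log2 fold change was -1.86 (standard error 0.062, adjusted p = 6.94e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact two-sided permutation test gave p = 0.0286, the smallest that 4 libraries against 4 allow. Reads on Parp1 in PARP1 KO libraries thus stood at 27.6% of the WT level. Across all genes tested by edgeR, 2 had an adjusted p-value under 0.05, Parp1 and Cd55, while 861 had an unadjusted p-value under 0.05 where 769.7 are expected by chance. With DESeq2 in place of edgeR, 49 genes had an adjusted p-value under 0.05, all of which changed in the same direction in edgeR, with unadjusted p-values of at most 0.00366. The count depended most on PARP1 KO replicate 1, without which edgeR's test gave 1077 genes.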

We identified 48 genes whose levels are significantly altered by PARP1 loss-of-function. Remarkably, in contrast to reports that PARP1 promotes transcription in neuronal cells (Tapia-Páez et al., 2008; Hau et al., 2017; Azad et al., 2018), most of the changes in expression in the brains of PARP1 KOs reflect increases in mRNA levels (Figure 3A). 

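Of the 2 genes past the threshold in edgeR, Cd55 was higher and Parp1 was lower in the PARP1 KO cortex. Among the genes with an unadjusted p-value under 0.05, 554 were higher and 307 were lower, and the median log2 fold change of all tested genes was 0.011. Under DESeq2, 42 genes were higher and 7 were lower, so that 85.7% of the genes past its threshold were increased. As large a number of genes in 1 direction was reached in 6 of the 35 ways to split the 8 libraries into groups of 4, the real split included. This is a count of genes and does not test their share in 1 direction. In the 5 other splits, higher and lower genes numbered 6 and 134, 101 and 92, 125 and 48, 453 and 457, and 526 and 496. Of these 5, only the first was more one-sided than the real split. The increased genes had long transcripts, with a median of 7357 nucleotides for the longest annotated transcript against 3115.5 nucleotides for all tested genes. After a correction of each library for its trend with transcript length, 26 of the 42 increased genes stayed past the DESeq2 threshold. With transcript length and GC content both corrected, 55 of 90 genes were higher (61.1%). Without PARP1 KO replicate 1, edgeR's test gave 560 higher and 517 lower genes. From the larger number of increased mRNAs, the paper draws a contrast with reports that PARP1 promotes transcription in neuronal cells.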

RT-qPCR validated the altered expression of *Reln*, *Nav1*, *Tnc*, and *Txnip* in the embryonic cortex (Figure 3B). Furthermore, a subset of these genes (*Tnc* and *Reln*) continues to be increased to a similar extent in the P0 cortex of PARP1 KO mice (data not shown). 

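Beside single genes, families of cell adhesion genes and of axon guidance genes were collected by gene symbol and tested as sets over all their members, whether or not a member passed the threshold. No ontology was used. The cell adhesion families were the cadherins, protocadherins, integrins, laminins, collagens, contactins, neurexins, neuroligins, teneurins, tenascins, lecticans, astrotactins and immunoglobulin adhesion molecules. Of their 206 members with enough counts for a test, 153 were higher and 53 were lower in the PARP1 KO cortex, with a median log2 fold change of 0.109 against 0.00051 for the other genes. Camera with a preset correlation of 0.01 gave p = 4.19e-10 for the set. The call held under fry (p = 0.00389) and under camera with the correlation estimated from the data (p = 0.00711). Leaving out the 9 members past the DESeq2 threshold gave a median of 0.106. Transcripts of these families were long, with a median of 5249.5 nucleotides, and after correction for transcript length the median log2 fold change was 0.104. The axon guidance families, which held the semaphorins, plexins, neuropilins, ephrins and their receptors, netrins and their receptors, Slit, Slitrk and Robo genes, had 77 tested members and a smaller median log2 fold change of 0.035. Their p-value was 0.000626 in camera with the preset correlation, 0.108 in fry and 0.0553 with the estimated correlation. The median of the guidance families was 0.0017 in limma's camera without PARP1 KO replicate 1, and the set was then not past the threshold.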

The genes altered by PARP1 loss encode proteins involved in various processes, with a particular enrichment for cell adhesion, axon development, dendrite development/morphogenesis, and cell migration (Table 2). Similarly, molecular interaction network analysis of the differentially expressed genes suggest direct interactions among proteins which comprise parts of the brain extracellular matrix (ECM) (Figure 3C), an important component in the regulation of neuronal migration and lamination (Franco and Müller, 2011), including Laminins (*Lamb1*, *Lama2*, and *Lamc1*), Reelin (*Reln*), Tenascin C (*Tnc*), Versican (*Vcan*), and Phosphacan (*Ptprz1*). These proteins in turn interact with Collagen Type XII Alpha 1 Chain (*Col12a1*) and several cell adhesion molecules (*Astn1*, *Nrcam*, and *Dscaml1*). 

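All 11 genes of this group had a positive log2 fold change in the PARP1 KO cortex, between 0.29 and 0.87, and each exceeded its standard error. In 10 of the 11 the 4 PARP1 KO libraries lay above the 4 WT libraries. A separation in either direction arises in 2.86% of genes by chance, but the paper chose these genes on the same libraries. No gene of the group passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, where their values lay between 0.140 and 0.694, and 9 of the 11 did so in DESeq2. When the 40 genes that the paper names for this experiment apart from Parp1 were adjusted over the list alone, all 40 were under 0.05. The list was likewise chosen on these libraries, so this count is not independent evidence. Without PARP1 KO replicate 1, 38 of the 40 were under 0.05 over all genes, and 0 were when any other library was left out. Among the laminins, Lamb1 rose from 35.1 ± 2.07 CPM (SD, n = 4) to 46.9 ± 2.42 CPM (SD, n = 4). Lamc1 rose from 45.9 ± 3.74 CPM (SD, n = 4) to 60.1 ± 7.36 CPM (SD, n = 4), and Lama2, the least abundant of the group, from 3.12 ± 0.690 CPM (SD, n = 4) to 5.70 ± 1.63 CPM (SD, n = 4). In DESeq2, Lama2 and Lamc1 had adjusted p-values of 0.0664 and 0.0718. Versican and phosphacan transcripts were more abundant, with Vcan at 162.1 ± 16.5 CPM (SD, n = 4) in WT and 226.4 ± 32.0 CPM (SD, n = 4) in PARP1 KO libraries, and Ptprz1 at 283.4 ± 12.5 CPM (SD, n = 4) and 405.1 ± 51.3 CPM (SD, n = 4). Col12a1 increased from 7.76 ± 1.35 CPM (SD, n = 4) to 13.4 ± 2.08 CPM (SD, n = 4). Tnc averaged 97.5 ± 10.7 CPM (SD, n = 4) in WT and 168.2 ± 41.6 CPM (SD, n = 4) in PARP1 KO libraries. PARP1 KO replicate 1, at 107.7 CPM, lay inside the WT range for this gene, and without it the log2 fold change of Tnc was 0.95 in place of 0.79. From its findings on these genes taken together, the paper proposes that altered ECM function could underlie the brain defects of PARP1 KO mice.

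**Figure D1:**
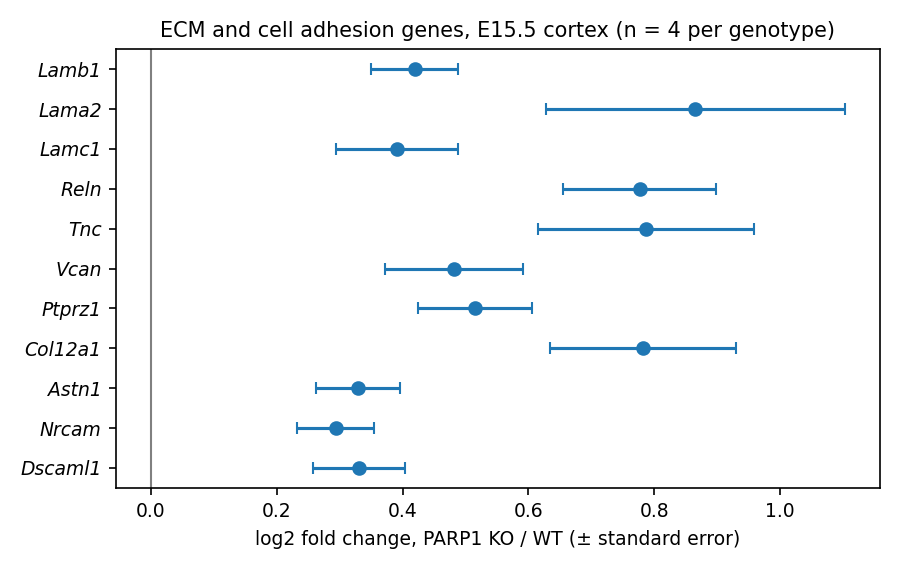
Log2 fold change between PARP1 KO and WT cortex at E15.5 for the 11 ECM and cell adhesion genes named in the paper, from edgeR's quasi-likelihood fit to 4 libraries per genotype. Points are estimates and bars are standard errors derived from the F statistic of the test. All 11 estimates lie to the right of 0, from 0.29 for Nrcam to 0.87 for Lama2, which has the widest bar.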

Taken together, these findings suggest that the brain defects in neonatal PARP1 KO mice could result from alterations in ECM function.

**FIGURE 3:**
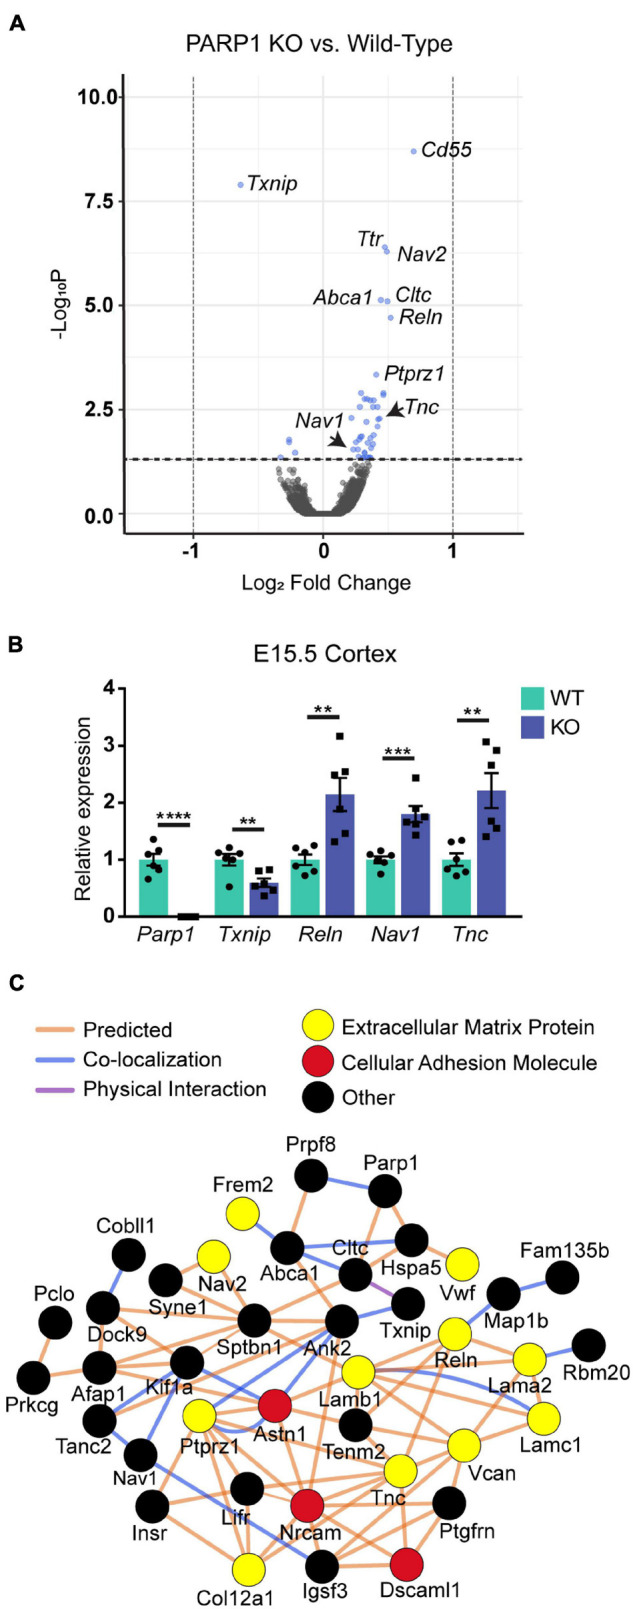
Expression levels of genes associated with neuronal migration and cell adhesion are increased at E15.5 in the cortex of PARP1 KOs. **(A)** Volcano plot of the differentially expressed genes in the PARP1 KO cortex at E15.5 identified by RNA-sequencing (*n* = 4 biological replicates per genotype). Genes with significantly altered expression are indicated in blue (*q*-value < 0.05). Upregulated genes comprised 88% (42/48 total) of all genes exhibiting significant differential expression in KO embryonic cortex. **(B)** RT-qPCR validation of a subset of differentially expressed genes (*n* = 6 of each genotype). Levels of target mRNAs were normalized to β*-actin* levels. **p < 0.01; ***p < 0.001; ****p < 0.0001 by Student’s unpaired *t*-test. **(C)** Interactions among proteins encoded by differentially expressed genes were identified with Cytoscape software based upon bioinformatic prediction (orange lines), co-localization (blue lines), or physical interaction (purple lines). Proteins involved in the extracellular matrix (yellow) and cell adhesion (red) are highlighted. All others are colored in black.

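Among the genes labeled in the volcano plot, Cd55 lies on chromosome 1 of mm9 from 132335604 to 132359321, 50.2 Mb from Parp1. It rose from 1.05 ± 0.072 CPM (SD, n = 4) in WT to 3.49 ± 0.643 CPM (SD, n = 4) in PARP1 KO libraries, a log2 fold change of 1.72 (standard error 0.171, adjusted p = 0.0125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p-value was between 0.0566 and 0.118 when any library other than PARP1 KO replicate 1 was left out. Txnip, on chromosome 3 from 96361880 to 96365806, fell from 104.8 ± 14.8 CPM (SD, n = 4) to 55.8 ± 8.06 CPM (SD, n = 4), with a log2 fold change of -0.91 (standard error 0.128, edgeR adjusted p = 0.122). Ttr, on chromosome 18 from 20823751 to 20832825, was counted near the lower end of the range, at 0.186 ± 0.088 CPM (SD, n = 4) in WT and 2.27 ± 1.14 CPM (SD, n = 4) in PARP1 KO libraries. Its log2 fold change was 3.59 (standard error 0.442, edgeR adjusted p = 0.0546), and the PARP1 KO libraries differed among themselves from 1.35 to 3.69 CPM. Nav2, Abca1, Cltc and Nav1 had log2 fold changes of 0.57, 0.70, 0.54 and 0.42, with edgeR adjusted p-values between 0.122 and 0.529. In each of these 7 genes every PARP1 KO library lay on the same side of every WT library. Without PARP1 KO replicate 1, the edgeR adjusted p-values of the other 6 genes lay between 0.0042 and 0.0353. They stayed above 0.05 when any other library was left out. DESeq2 gave adjusted p-values under 0.05 for all 7, from 2.63e-15 for Cd55 to 0.0302 for Nav1.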

**TABLE 2:** Poly (ADP-ribose) polymerase 1 loss upregulates the expression of genes associated with cell adhesion, axon development, dendrite morphogenesis, and cell migration in the E15.5 cortex.

GO biological process	Fold enrichment	False discovery rate
Cell adhesion (GO:0007155)	7.95	0.00001
Cell morphogenesis involved in differentiation (GO:0000904)	8.51	0.0002
Axon development (GO:0061564)	10.38	0.00072
Regulation of dendrite morphogenesis (GO:0048814)	20.51	0.00293
Neuron projection morphogenesis (GO:0048812)	8.24	0.00302
Plasma membrane bounded cell projection morphogenesis (GO:0120039)	8.15	0.00304
Cell projection morphogenesis (GO:0048858)	8.05	0.00322
Axonogenesis (GO:0007409)	9.91	0.00327
Regulation of cell morphogenesis involved in differentiation (GO:0010769)	9.74	0.00355
Regulation of dendrite development (GO:0050773)	12.47	0.0206
Establishment of organelle localization (GO:0051656)	8.77	0.0235
Cerebral cortex radially oriented cell migration (GO:0021799)	39.25	0.0276
Axon guidance (GO:0007411)	11.05	0.0336
Neuron projection guidance (GO:0097485)	10.95	0.0343
Glial cell migration (GO:0008347)	34.57	0.0361
Gliogenesis (GO:0042063)	10.25	0.041

### Loss of Poly (ADP-Ribose) Polymerase 1 Results in Increased Number of Cajal–Retzius Cells in the Cortex

*Reln* encodes the glycoprotein Reelin, which is specifically expressed by CR cells within the developing brain’s marginal zone (Ogawa et al., 1995). Reelin is critical for cortical layering and neuronal migration, and mice lacking Reelin (known as *Reeler*) have severely malformed brains and die prematurely (Meier and Hoag, 1962; Hamburgh, 1963; Goffinet et al., 1984). Quantification of Reelin-expressing cells in the E15.5 brain revealed an increased number of CR cells along the marginal zone and a reduction in marginal zone thickness in PARP1 KO brains, resulting in increased density of CR cells within the marginal zone (Figures 4A–D). A similar increase in CR cell density was observed at P5 (Figures 4E–H), whereas no CR cells were detected at P21 in both WTs and mutants (data not shown). Together, these results suggest that PARP1 regulates CR cell generation and does not affect their programmed cell death, which begins around P8 in WT mice (del Río et al., 1995).

**FIGURE 4:**
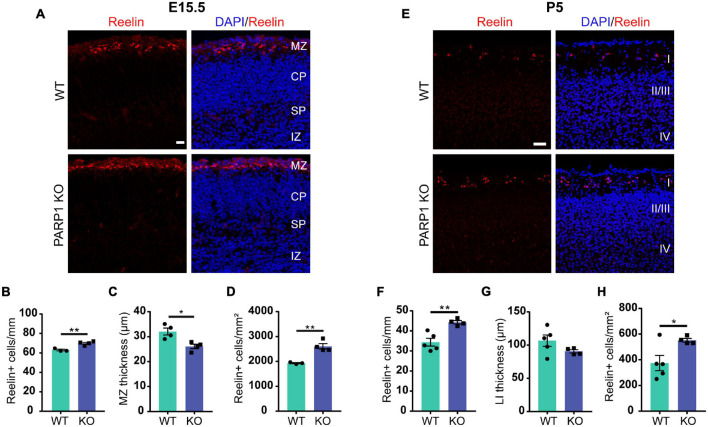
Loss of PARP1 increases the number of Cajal–Retzius cells in the E15.5 and P5 cortex. **(A)** Representative images of coronal sections of brain cortex from E15.5 WT and PARP1 KO embryos following Reelin immunostaining (red). Nuclei are labeled with DAPI (blue). Scale bar, 20 μm. Marginal zone (MZ), cortical plate (CP), subplate (SP), and intermediate zone (IZ) are labeled. MZ is defined as area containing diffuse Reelin staining. **(B)** The number of Reelin-expressing cells along the marginal zone is increased, **(C)** marginal zone thickness is decreased, and **(D)** Reelin+ cell density is increased in the KO E15.5 brain (*n* = 4 for each genotype from 7 L, three sections per animal including rostral, medial, and caudal regions, and three images per section). **p < 0.01 by Student’s unpaired *t*-test. **(E)** Representative images of coronal sections of cortex from P5 WT and PARP1 KO embryos showing Reelin immunostaining in red. Nuclei are labeled with DAPI (blue). Scale bar, 50 μm. **(F)** The number of Reelin-expressing cells in layer I is increased, **(G)** layer I (LI) thickness shows a decreasing trend, and **(H)** density of Reelin-expressing cells in layer I is increased in the P5 KO brain (*n* = 4 WT and 5 KO from 8 L, three sections per animal from rostral, medial, and caudal brain regions, and three images per section). *p < 0.05 and **p < 0.01 by Student’s unpaired *t*-test. *p* = 0.15 for P5 LI thickness.

### Loss of Poly (ADP-Ribose) Polymerase 1 Increases Levels of Genes Expressed by Cajal–Retzius Cells and Reelin Protein in Neural Progenitor Cells

To interrogate the mechanism by which PARP1 regulates CR cell numbers, we analyzed telencephalon-derived NPCs in culture. RT-qPCR demonstrated that neurospheres and adherent NPCs from PARP1 KO mice have increased mRNA levels of several genes expressed by CR cells, including *Reln*, the *Trp73* isoforms *TAp73* and Δ*Np73*, as well as *Car10* and *Calb2* (Yamazaki et al., 2004; Figures 5A,B). To assess whether these gene changes are specifically associated with PARP1 loss, we knocked down PARP1 in WT NPCs *via* transduction of a *Parp1* shRNA-expressing lentivirus (Figure 5C). As observed in PARP1 KO NPCs, acute PARP1 knockdown led to a significant increase in *Reln*, *Calb2*, and *Car10*, with a trend of increased *Trp73* isoforms (Figure 5D). Furthermore, treatment with the PARP1 inhibitor Olaparib, which blocks PARylation (Figure 5E), had similar effects on the expression of *Reln, Car10*, and *Calb2* in WT NPCs (Figure 5F). These results indicate that PARP1 PARylation influences the mRNA levels of genes expressed by CR cells.

**FIGURE 5:**
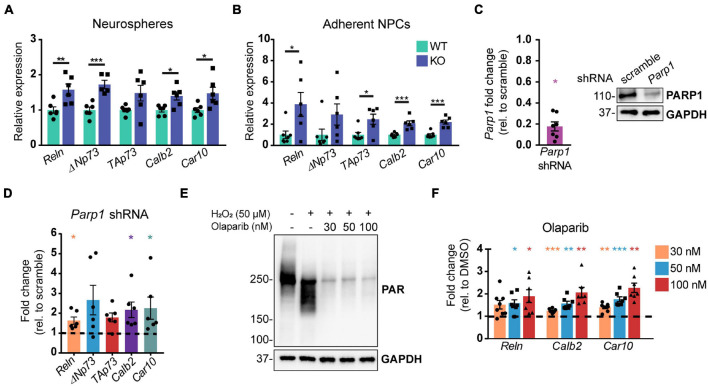
Poly (ADP-ribose) polymerase 1 loss by KO, shRNA knockdown, or pharmacological inhibition increases mRNA levels of genes expressed by Cajal–Retzius cells. **(A,B)** Quantitative RT-PCR for genes expressed by CR cells in neurospheres **(A)** and adherent NPCs **(B)** from WT and KO cultures (*n* = 6 of each genotype) demonstrate increased expression of genes expressed by CR cells. Target mRNA levels were normalized to *Rpl19*. *p < 0.05; **p < 0.01; ***p < 0.001 by Student’s unpaired *t*-test. Relative WT versus KO expression of *TAp73* in **(A)** is *p* = 0.06 and of Δ*Np73* in **(B)** is *p* = 0.01. **(C)** *Parp1* transcript (left) and protein (right) levels are substantially reduced following transduction of wild-type NPCs with *Parp1* shRNA expressing lentivirus. Fold change in transcript levels was calculated relative to scramble (scr) shRNA control (*n* = 7). *Parp1* expression was normalized to *Gapdh*. *p = 0.0156 by Wilcoxon test. **(D)** mRNA transcripts expressed by CR cells are increased after wild-type NPC transduction with *Parp1* shRNA-expressing lentivirus (MOI 3) for 72 h. Gene expression was normalized to *Gapdh.* Fold change relative to scramble (scr) shRNA-transduced NPCs is plotted (*n* = 6); Δ*Np73* and *TAp73*: *p* = 0.06; *p = 0.0313 by Wilcoxon test. **(E)** PAR western blot of wild-type NPCs after Olaparib pre-treatment (at indicated concentrations) for 1 h followed by 10 min H_2_O_2_ treatment (50 μM) shows that Olaparib inhibits H_2_O_2_-induced PARylation. **(F)** Olaparib-mediated inhibition of PARP1 in wild-type NPCs for 48 h increases mRNA levels of genes expressed by CR cells. Gene expression was normalized to *Rpl19*. Fold changes were calculated relative to DMSO control treated cells (*n* = 7–8). *Reln* (30 nM): *p* = 0.056; *p < 0.05; **p < 0.01; ***p < 0.001 by repeated measures one-way ANOVA.

### Poly (ADP-Ribose) Polymerase 1 Loss of Function Increases Cajal–Retzius Cell Abundance in Neural Progenitor Cell Cultures

To explore if the changes in Reelin levels in tissue culture reflect differences in levels of Reelin expression per cell or, alternatively, in the number of Reelin expressing cells, we immunostained adherent NPCs for Reelin. Cultures of PARP1 KO NPCs contained a higher proportion of Reelin-positive cells without changes in the intensity of Reelin staining per cell (Figures 6A–C). Similarly, shRNA-mediated PARP1 knockdown and pharmacological PARP1 inhibition increased the proportion of Reelin-positive cells in WT NPC cultures (Figures 6D,E). These results suggest that PARP1 and its enzymatic function are critical for regulating CR-like cell abundance *in vitro* rather than having a direct transcriptional effect on gene expression in existing CR cells. This finding is consistent with results from *in situ* hybridization showing that the number of *Reln* transcripts per CR cell in the E15.5 brain is not altered after PARP1 loss (data not shown). Mechanistically, this finding is further supported by the observation that the activity of a firefly luciferase *Reln* promoter reporter construct (Chen et al., 2002) transfected into WT NPCs is not altered by PARP1 inhibition (Figure 7A). In addition, we observed no alteration in *Reln* mRNA stability in PARP1 KO NPCs (Figure 7B) and found no evidence of PARP1 binding to the *Reln* gene or its mRNA *via* chromatin or RNA immunoprecipitation, respectively (data not shown). Together, these results suggest that PARP1 regulates the abundance of Reelin-expressing cells *in vivo* and *in vitro* and that this function of PARP1 is not mediated by direct transcriptional regulation of the *Reln* gene.

**FIGURE 6:**
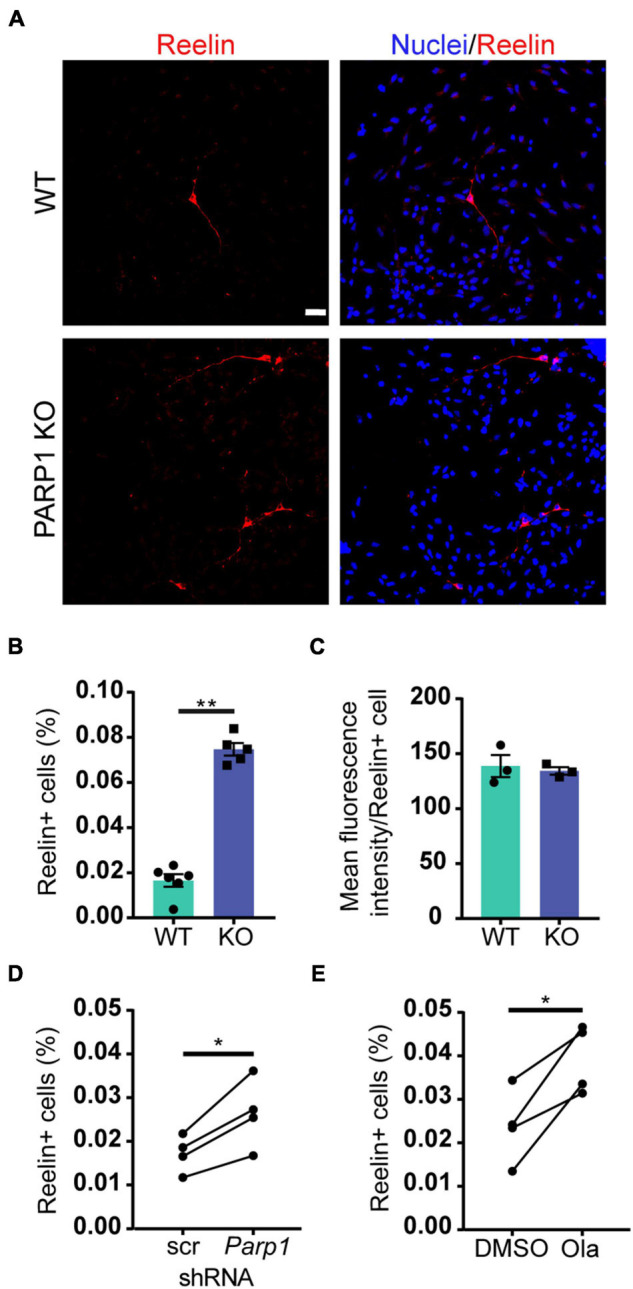
Poly (ADP-ribose) polymerase 1 loss increases CR cell abundance in NPC cultures. **(A)** Immunostaining for Reelin (red) demonstrates presence of Reelin-expressing cells in WT and PARP1 KO NPC cultures. Nuclei were labeled with DAPI (blue). Scale bar, 20 μm. **(B)** Quantification of the percentage of Reelin-expressing cells within NPC cultures shows increased proportion of Reelin+ cells in KO cultures (*n* = 6 WT and 5 KO biological replicates and 3 coverslips per replicate). **p = 0.0013 by Mann–Whitney test. **(C)** The mean fluorescence intensity of Reelin expression per cell does not differ between genotypes. Each point on graph represents average Reelin intensity per cell from three biological replicates of each genotype. **(D)** The percentage of Reelin-expressing cells in wild-type NPC cultures increases after shRNA-mediated PARP1 knockdown for 72 h (*n* = 4 biological replicates per group and 3 coverslips per replicate). *p = 0.0174 by Student’s paired *t*-test. **(E)** The percentage of Reelin-expressing cells in wild-type NPC cultures increases with PARP1 inhibition *via* Olaparib (50 nM) for 72 h. Olaparib was re-treated every 24 h (*n* = 4 biological replicates per group and 3 coverslips per replicate). *p = 0.022 by Student’s paired *t*-test.

**FIGURE 7:**
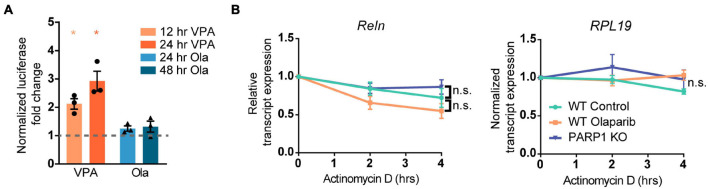
Poly (ADP-ribose) polymerase 1 loss of function does not alter the activity of the *Reln* promoter or the stability of the *Reln* transcript. **(A)** NPCs transfected with plasmids expressing the putative *Reln* promoter (2600 base pairs upstream of the transcription start site) upstream of firefly luciferase did not show increased luciferase activity after treatment with Olaparib (Ola, 100 nM) for 24 or 48 h. Valproic Acid (VPA) is a known positive regulator of the *Reln* transcript and was used as a positive control. *p < 0.05 by one-way ANOVA. **(B)** PARP1 KO or PARP1 inhibition with Olaparib (100 nM) does not alter the stability of the *Reln* transcript. RNA polymerase II was inhibited by treatment with Actinomycin D (10 μg/mL) for 2 and 4 h and transcript levels were assessed. *Reln* was normalized to *RPL19* expression, which did not decline over 4 h. No significant difference was observed between slopes for any of the groups.

### Medium Conditioned by Neural Progenitor Cells Contains Bioactive Reelin

CR cells regulate neuronal migration in part through secretion of Reelin, which binds to its receptors Apolipoprotein E Receptor 2 (ApoER2) and Very Low Density Lipoprotein Receptor (VLDLR) on nearby migrating neurons (Hirota and Nakajima, 2017). Reelin is proteolytically cleaved at three sites, resulting in multiple protein fragments (Lambert de Rouvroit et al., 1999; Krstic et al., 2012; Figure 8A). Full-length Reelin is hypothesized to be the most catalytically active, whereas N-terminal (N-t) cleavage (Kohno et al., 2009; Ogino et al., 2017) and loss of the C-terminal region of Reelin (Nakano et al., 2007; Kohno et al., 2015) reduce its catalytic activity. To identify the Reelin fragments expressed in NPC cultures, we immunoblotted NPC lysates and conditioned media for Reelin using an N-t antibody. Analysis of cell lysates demonstrated a significant upregulation in the 430 kDa full-length Reelin and the 160 kDa NR2 fragment in PARP1 KO NPCs (Figures 8B,C). Similarly, western blotting of conditioned media collected from NPCs showed increased immunoreactivity for the full length Reelin and the NR6 and NR2 fragments, indicating increased Reelin secretion in PARP1 KO NPC cultures (Figures 8D,E).

**FIGURE 8:**
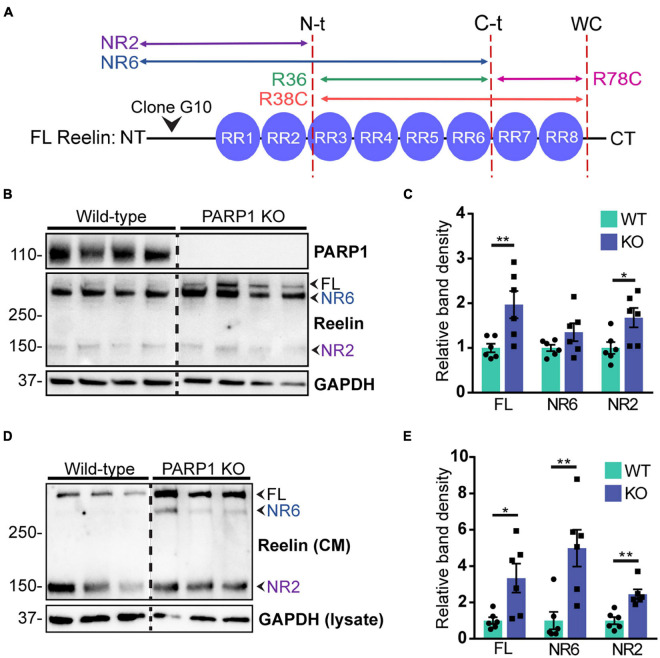
Poly (ADP-ribose) polymerase 1 KO NPC cultures overexpress Reelin protein. **(A)** Schematic drawing of Reelin depicting its proteolytic cleavage sites (vertical dotted lines) and the site of recognition for the N-t clone G10 Reelin antibody. This antibody recognizes full-length (FL) Reelin as well as the NR6 and NR2 Reelin fragments. **(B)** Reelin western blot from WT and PARP1 KO NPC lysates shows increased Reelin protein in KO NPC cultures. Arrows indicate the FL, NR2, and NR6 fragments. **(C)** Quantification of relative band density of FL Reelin, the NR2 fragment, and the NR6 fragment normalized to GAPDH (*n* = 6). NR6: *p* = 0.24; *p = 0.026; **p = 0.0087 by Mann–Whitney test. **(D)** Western blot for Reelin in conditioned media (CM) and GAPDH in cell lysates of WT and KO NPCs. **(E)** Quantification of band densities of FL Reelin, NR2, and NR6 fragments normalized to GAPDH in cell lysates (*n* = 6 separate cultures) indicate increased Reelin present in media conditioned by KO NPC cultures. *p < 0.05; **p < 0.01 by Mann–Whitney test.

To determine the Reelin present in the NPC conditioned medium is bioactive, we tested if it induces phosphorylation of Dab1, a key step in the intracellular signaling cascades initiated by Reelin (Hiesberger et al., 1999; Lambert de Rouvroit et al., 1999). As a positive control, we used medium conditioned by HEK293T cells transfected with a Reelin expression plasmid, which clearly induced Dab1 phosphorylation in NPCs (Figures 9A,B). To test if NPC conditioned media also induces Dab1 phosphorylation in NPCs, we had to block NPC protein secretion with BFA to prevent autocrine Reelin stimulation. Exposure of BFA treated NPCs to media conditioned by WT NPCs also induced Dab1 phosphorylation (Figure 9C), indicating that Reelin secreted by CR cells in culture has physiological effects on NPCs and suggesting that excess secreted Reelin due to PARP1 loss might alter downstream functions associated with Reelin signaling.

**FIGURE 9:**
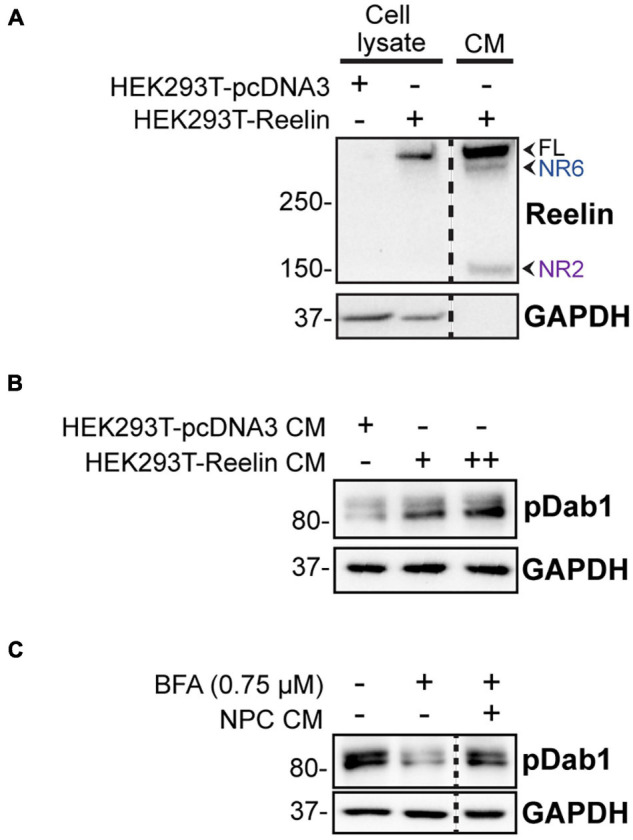
Reelin induces Dab1 phosphorylation in NPCs. **(A)** Western blot of medium conditioned by HEK293T cells transfected with a Reelin-expressing plasmid or empty vector (pcDNA3) and their cell lysates indicates expression and secretion of Reelin. Lysates and conditioned medium (CM) were collected 24 h after transfection. Arrows indicate full-length (FL) Reelin and NR2 and NR6 fragments. **(B)** WT NPCs treated with 200 μL (+) or 400 μL (++) conditioned medium (CM) from Reelin-transfected HEK293T cells for 10 min have increased Dab1 phosphorylation (pDab1). **(C)** A total of 20 min treatment with CM from WT NPC cultures increases Dab1 phosphorylation in WT NPCs (*n* = 4 separate cultures). Pretreatment with Brefeldin A (BFA; 0.75 μg/mL) for 3 h prior to CM treatment reduces Dab1 phosphorylation in WT NPCs, indicating that the state of Dab1 phosphorylation depends on the ability of cells to secrete proteins. Addition of BFA to CM after harvesting does not affect pDab1 induction. Relative band density was normalized to GAPDH. Fold change was 2.19 with *p* = 0.023 by one-sample *t*-test.

### Poly (ADP-Ribose) Polymerase 1 Loss Increases Neural Progenitor Cells Adhesiveness to N-Cadherin

To test if the increased levels of Reelin present in media conditioned by PARP1 KO NPCs has functional consequences, we focused on cell adhesion since a prior study showed that Reelin increases neuronal adhesion to N-cadherin using AFM (Matsunaga et al., 2017). Using a similar approach (Figure 10A), we found that treatment with medium conditioned by Reelin-transfected HEK293T cells increases adhesion of N-cadherin in WT NPCs (Figures 10B–D). Furthermore, we found that adhesion to N-cadherin is increased in PARP1 KO NPCs (Figure 11), suggesting that the increased Reelin levels alter the adhesive state of PARP1 KO cells.

**FIGURE 10:**
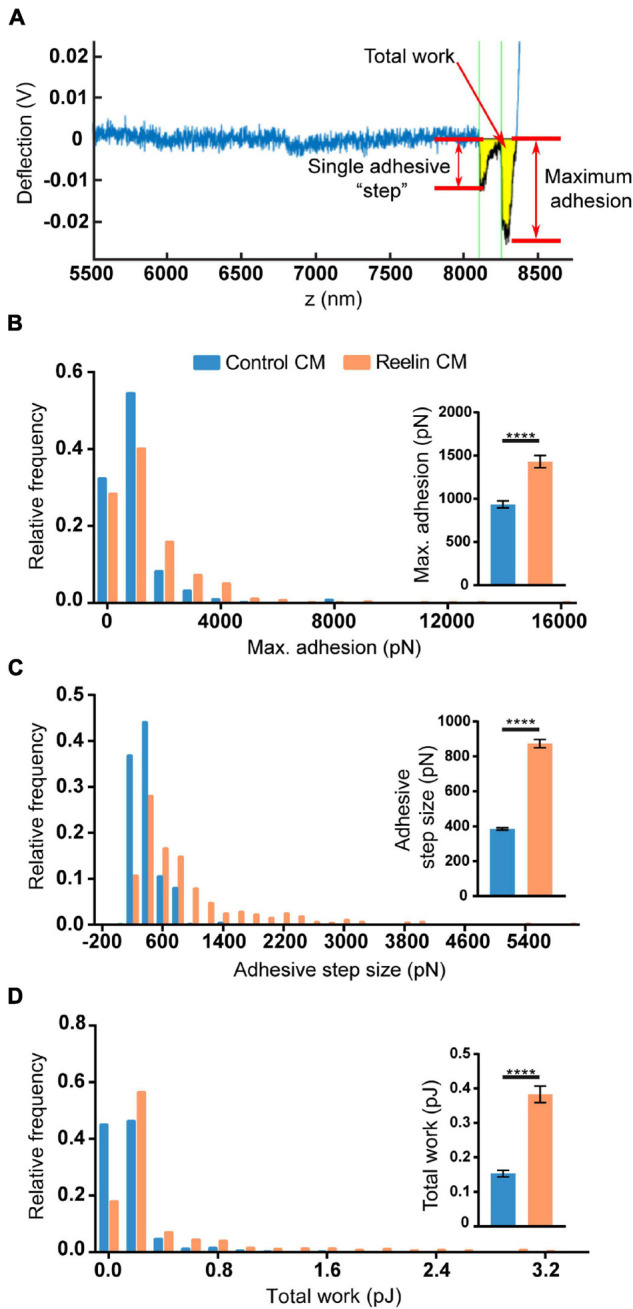
Reelin increases NPC adhesiveness to N-cadherin. **(A)** Example trace generated by AFM from an N-cadherin-coated cantilever in contact with a single cell. From each trace, adhesive step size, maximum adhesion, and total work (yellow shading) were calculated. Thirty-minute treatment of WT NPCs with conditioned media (CM) from Reelin-transfected HEK293T cells increases **(B)** maximum adhesion, **(C)** adhesive step size, and **(D)** total work compared to CM from pcDNA3-transfected HEK293T cells (control CM) (*n* = 402–536 from two biological replicates). Distributions are significantly different (*p* < 0.0001 by Kolmogorov–Smirnov test). Inset graphs show average values. ****p < 0.0001 by Mann–Whitney test.

**FIGURE 11:**
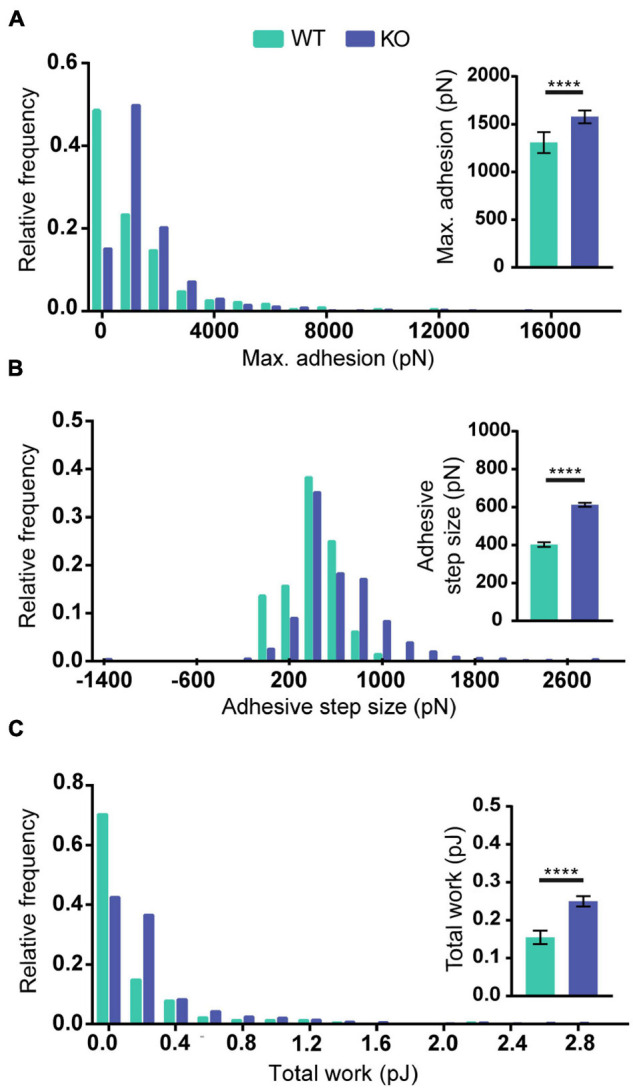
Poly (ADP-ribose) polymerase 1 loss increases NPC adhesiveness to N-cadherin. Maximum adhesion **(A)**, adhesive step size **(B)**, and total work **(C)** are higher in NPCs from KOs than from WTs (*n* = 229–742 from 4 WT and 5 KO biological replicates). Distributions are significantly different (*p* < 0.0001 by Kolmogorov–Smirnov test). Inset graphs show average values. ****p < 0.0001 by Mann–Whitney test.

## Discussion

Our findings uncover a new role for PARP1, i.e., the regulation of CR cell development. Loss of PARP1 leads to increases in the number of Reelin-expressing cells in the cortex *in vivo* and in cultured NPCs. While relative increases in *Reln* transcript levels were demonstrated in bulk RNA from the brain of PARP1 KOs, we did not detect any effects of PARP1 loss-of-function on *Reln* transcript levels per CR cell *in vivo* or identify any evidence of PARP1 binding to the *Reln* gene or its mRNA to directly influence *Reln* transcription in cultured cells. These results suggest that PARP1 influences CR cell generation rather than more directly impacting the expression of CR cell genes. 

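Reln lies on the minus strand of chromosome 5 of mm9 from 21390272 to 21850523. In the bulk RNA of the E15.5 cortex it was counted at 163.3, 130.1, 144.7 and 188.3 CPM in WT replicates 1 to 4 and at 282.4, 304.0, 229.2 and 258.0 CPM in PARP1 KO replicates 1 to 4. The means were 156.6 ± 25.1 CPM (SD, n = 4) and 268.4 ± 32.2 CPM (SD, n = 4), and the lowest PARP1 KO library lay above the highest WT library (exact two-sided permutation test, p = 0.0286). The log2 fold change was 0.78 with a standard error of 0.122. The adjusted p-value over all genes was 0.140 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 5.79e-06 in DESeq2. When each library was left out in turn, the log2 fold change stayed between 0.69 and 0.88, and the adjusted p-value in edgeR was under 0.05 only without PARP1 KO replicate 1, at 0.0141. In that fit, in which 1077 genes passed, the log2 fold change of Reln was 0.75 with a standard error of 0.122. The lower adjusted p-value thus does not rest on a larger or more precise change in Reln. The transcript of Reln is 11702 nucleotides long, and with each library corrected for its trend with transcript length the log2 fold change was 0.63 (standard error 0.078). The counts are of the whole tissue and carry no measure per CR cell. From the increase in bulk RNA, the absence of a detected effect per CR cell and the lack of evidence that PARP1 binds the Reln gene or its mRNA, the paper proposes that PARP1 influences the generation of CR cells.

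**Figure D2:**
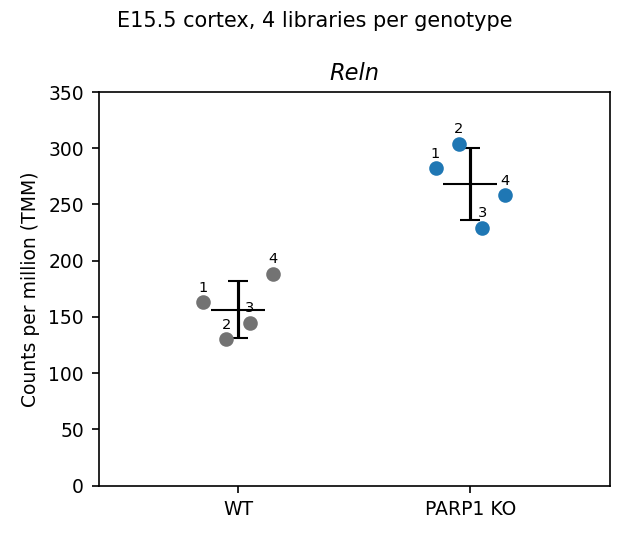
Reln in the E15.5 cortex in TMM-normalized CPM, with 1 point per library numbered by replicate. Horizontal lines are means and bars are SDs over the 4 libraries of each genotype. The PARP1 KO libraries lie between 229.2 and 304.0 CPM, all above the highest WT library at 188.3 CPM.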

The mechanism by which this occurs is unclear, but the overabundance of CR cells in PARP1 KO brains at E15.5, together with the fact that these cells do not undergo programmed cell death until P8 in WT mice (del Río et al., 1995), indicate that PARP1 does not influence the number of CR cells by regulating the time-course of apoptosis. Accordingly, we did not observe any remaining CR cells in the PARP1 KO cortex at P21. A potential mechanism by which PARP1 could regulate CR cell generation is through miRNAs. PARP1 has been shown to regulate the expression of a number of miRNAs (Chacon-Cabrera et al., 2015; Nozaki et al., 2018; Wang et al., 2019), and disruption of miRNA biogenesis through Dicer depletion in Nestin-expressing cells causes a similar increase in CR cell abundance and *Reln* expression (McLoughlin et al., 2012). Similar to findings in PARP1 KOs (Hong et al., 2019), McLoughlin et al. (2012) reported that Dicer depletion reduces cell proliferation and increases apoptosis in the E15.5 cortex. Additionally, PARP1 has a number of known transcription factor targets that have been shown to regulate CR progenitor cell development and migration, including Ascl1/Mash1, Pax6, and Cxcl12 (Stoykova et al., 2003; Ju et al., 2004; Borrell and Marín, 2006; Dixit et al., 2011, p. 1; Yoo et al., 2011; Marković et al., 2013; Tolić et al., 2019; Kaddour et al., 2020). Further studies will be necessary to test the links between PARP1, transcription factor activity, miRNAs, and CR cell generation in the embryonic brain.

Cajal–Retzius progenitor cells migrate tangentially into the cortex from distinct areas of the developing brain, including the cortical hem, pallial septum, and the pallial-subpallial boundary (Barber and Pierani, 2016). Interestingly, CR cells from each of these origins express different combinations of the proteins Reelin, Calretinin, and p73, which makes it possible to identify subpopulations of CR cells in the developing cortex (Bielle et al., 2005). Additionally, CR cell progenitors from each of these domains migrate to different areas of the cortex on the dorsal–ventral and rostral–caudal axes (Barber and Pierani, 2016). Our experiments demonstrate increased mRNA levels of each of these three associated proteins in PARP1 KO NPC cultures and increased CR cell abundance in multiple areas of the cortex on the rostral–caudal axis, suggesting that PARP1 does not affect the migration of one CR progenitor cell subpopulation. However, further studies analyzing the distribution of CR cells along the dorsal–ventral axis in addition to the rostral–caudal axis are necessary to confirm this hypothesis.

In contrast to PARP1 KOs, in which we found the number of Reelin-positive cells to be increased in the marginal zone, its normal site of expression, previous studies explored the effects of ectopic Reelin expression during embryonic development. The Nakajima group tested the effects of ectopic Reelin expression in deeper cortical layers using *in utero* electroporation of a Reelin-expressing plasmid into the lateral ventricle of E14.5 embryos (Kubo et al., 2010; Matsunaga et al., 2017). In line with our findings that Reelin overexpression is associated with increased NPC adhesion, this ectopic Reelin expression induced the formation of aberrant neuronal aggregates that appeared to be mediated by N-cadherin-dependent neuronal adhesion. In a transgenic mouse line with Nestin-driven Reelin expression, ectopic Reelin expression in ventricular and subventricular zone NPCs was shown to increase NPC proliferation, possibly through alterations in Notch signaling, and to result in an increased number of TBR1, TBR2, and CTIP2-positive neurons (Lakoma et al., 2011). These findings contrast with previous observations in PARP1 KOs of decreased NPC proliferation (Hong et al., 2019) and our observation of increased TBR1 and CTIP2-positive neuronal density without changes in cell number. Taken together, these findings highlight the different consequences that Reelin overexpression has on brain development depending upon the timing, location, and nature of its overexpression.

Reelin influences cell migration in part through regulating cell adhesion *via* integrin (Sekine et al., 2012), L1 (Lutz et al., 2017), nectins (Gil-Sanz et al., 2013), and N-cadherin (Franco et al., 2011; Matsunaga et al., 2017). In accordance with this, we found that Reelin treatment and PARP1 loss increase NPC adhesiveness to N-cadherin. 

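Nrcam, on chromosome 12 of mm9 from 45429872 to 45702951, was counted in the E15.5 cortex at 154.2 ± 5.88 CPM (SD, n = 4) in WT and 189.0 ± 12.6 CPM (SD, n = 4) in PARP1 KO libraries. Dscaml1, on chromosome 9 from 45235288 to 45561343, was at 69.8 ± 4.24 CPM (SD, n = 4) and 87.8 ± 6.76 CPM (SD, n = 4). Astn1, on chromosome 1 from 160292471 to 160621917, was at 174.6 ± 7.78 CPM (SD, n = 4) and 219.4 ± 17.3 CPM (SD, n = 4). Their PARP1 KO levels were 122.6%, 125.8% and 125.7% of the WT levels, and the difference exceeded the SD of either genotype in each gene. The edgeR adjusted p-values, from the quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, were 0.428 for Nrcam, 0.514 for Dscaml1 and 0.378 for Astn1, whereas DESeq2 gave 0.0235, 0.0293 and 0.0145. Without PARP1 KO replicate 1 the edgeR adjusted p-values were 0.0258, 0.0272 and 0.0166, with log2 fold changes of 0.28, 0.34 and 0.36 against 0.29, 0.33 and 0.33 with all libraries. When any other library was left out, the edgeR adjusted p-values of these genes were 0.315 or more. All 3 genes kept a positive log2 fold change when any library was left out.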

Loss of PARP1 also increases the expression of other cell adhesion molecules in the embryonic brain, including *Nrcam*, *Dscaml1*, and *Astn1*. Interestingly, alterations in Reelin expression (Liu et al., 2001; Niu et al., 2008), cellular adhesion complex function (Seong et al., 2015), and neuronal density (Selemon and Goldman-Rakic, 1999) have all been previously associated with changes in dendritic arborization. Furthermore, prevention of CR cell programmed cell death results in increased dendritic complexity and spine density in pyramidal neurons, leading to altered excitatory/inhibitory balance in the brain (Riva et al., 2019). Additionally, our findings indicate that PARP1 loss alters the expression of genes that are important for regulating dendritic development and morphology. Together, these findings indicate a possible connection between a PARP1-mediated increase in CR cells with changes in neuronal density, which may underlie altered dendritic morphology. Further studies will be needed to explore the mechanistic links between these findings and PARP1 function.

Poly (ADP-ribose) polymerase 1 KO mice display endophenotypes associated with schizophrenia (Hong et al., 2019), and mutations in genes affecting PARylation have been linked to intellectual disability and episodic psychosis in humans (Najmabadi et al., 2011; Durmus et al., 2021). Likewise, defects in neurodevelopment and Reelin expression have been associated with schizophrenia and other neuropsychiatric disorders (Ayhan et al., 2011; Folsom and Fatemi, 2013; Muraki and Tanigaki, 2015). These observations raise the possibility that the brain development defects and schizophrenia-like behaviors in PARP1 KO mice may be a consequence of increased CR cell abundance. Intriguingly, both neuropsychiatric disorders (Selemon et al., 1998; Selemon and Goldman-Rakic, 1999; Chana et al., 2003) and reduced Reelin expression (Liu et al., 2001) have been associated with increased neuronal density in deeper layers of the cortex, similar to our findings in PARP1 KO mice. Moreover, increased mRNA expression of CSPGs has also been identified in schizophrenic patients (Pantazopoulos et al., 2010), suggesting increased expression of ECM genes due to PARP1 loss may be linked to increased neuronal density. Together, these findings suggest that the regulation of Reelin and ECM protein expression during embryogenesis is critical for normal development, and slight increases or decreases in Reelin levels or patterns of expression might impact brain development in ways that lead to neuropsychiatric disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI accessions: GSE171852, GSM5235796, GSM5235797, GSM5235798, GSM5235799, GSM5235800, GSM5235801, GSM5235802, and GSM5235803.

## Ethics Statement

The animal study was reviewed and approved by the University of Michigan Institutional Animal Care and Use Committee.

## Author Contributions

GC and MN designed the study, interpreted the data, and wrote the manuscript with the help of the other authors. MN performed most experiments and analyzed the data. JH performed the AFM experiments. MZ provided technical assistance. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

GC is a scientific founder of Decibel Therapeutics, has an equity interest in and has received compensation for consulting. The company was not involved in this study. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

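RNA was measured in the dorsal cortex of 4 WT and 4 PARP1 KO embryos at E15.5. Per the paper, single-end reads of polyA-selected libraries that are not strand-specific were mapped to mm9 with HISAT, and the authors deposited the HTSeq-count output, the raw count of reads per gene symbol in each library. The tables hold whole numbers, which were used as deposited. The annotation and the counting mode behind them are not stated in the paper, and where genes overlap on opposite strands the counts cannot be assigned to either.

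Library totals ranged from 54508988 to 84482339 counts, with medians of 67770456 in WT and 75643480 in PARP1 KO libraries. No 2 libraries were duplicates: the smallest chi-square per degree of freedom between a pair of libraries was 7.83, over genes with at least 20 counts in the pair. With R 4.3.3 and edgeR 4.0.16, counts were scaled by TMM, genes were kept by filterByExpr with its default settings, and the genotypes were compared by the quasi-likelihood test with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of an edgeR log2 fold change is the size of that change divided by the square root of the test's F statistic. The common biological coefficient of variation was 0.148, with 3.92 prior degrees of freedom. Log2 CPM for gene sets and principal components used a prior count of 2. Named genes were also compared by exact two-sided permutation of the log2 CPM of the 8 libraries, for which the smallest possible p-value is 0.0286. Camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, all from limma 3.58.1, were used for gene sets.

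By a rule set in advance, genes to be named were taken from those that the paper names for this experiment or for CR cells, and from up to 10 genes with the largest change among those past the threshold in which the 4 PARP1 KO libraries lie on one side of the 4 WT libraries. The paper's genes that are not named singly are covered by counts and set tests. Marker lists for CR cells (without Reln), choroid plexus, meninges, blood, endothelium, ganglionic eminence, cortical hem, radial glia, intermediate progenitors, cortical neurons, the unfolded protein response and immediate early genes were written from general knowledge and the paper. A list of nuclear-retained noncoding RNAs was added later. Of the genes that the paper names for the RNA-sequencing, choroid plexus holds Ttr and the unfolded protein response holds Hspa5. The CR cell list holds Trp73, Car10 and Calb2, and the lists of radial glia, intermediate progenitors and cortical neurons also hold genes that the paper names elsewhere (Pax6, Eomes as TBR2, and Tbr1 and Bcl11b as TBR1 and CTIP2). No gene is in more than 1 list.

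Transcript length and GC content were taken from the longest annotated transcript of each gene in GENCODE vM1, the annotation at hand for mm9. Of the tested genes, 15024 (97.6%) had such a transcript. Of the gene symbols, 21897 were matched by symbol and 20 through a synonym. A trend of each library with length or GC content was removed with a lowess curve of span 0.3 where a correction is named.

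The alternatives were relative log expression and upper quartile factors, DESeq2 1.42.0 with and without betaPrior, limma voom, no filter, a minimum of 10 counts in every library, an adjusted p-value of 0.1, the replicate number as a block, corrections for length and GC content, a covariate from genes on the Y chromosome, and leaving out each library in turn. Counts of genes past a threshold and set tests were repeated in all 35 splits of the 8 libraries into groups of 4. The tests and the length correction were tested on simulated data: with 200 changed genes in simulated libraries, edgeR recovered 199 with 7 false calls among 206, and DESeq2 recovered 199 with 24 false calls among 223. With no gene changed, edgeR made 0 calls and DESeq2 made 4. The simulated changes lay in well-counted genes and were larger than most of the paper's genes had, whose median log2 fold change was 0.448. The simulated dispersion followed the abundance trend alone, and no simulated library lay apart as PARP1 KO replicate 1 does. These calls therefore give neither the power nor the false calls of either test in the real libraries. A simulated length trend, with a Spearman correlation of 0.456 across genes, fell to 0.0053 after the length correction. Gene Ontology and protein interaction analyses were not analysed here.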

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

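The tests on the position of PARP1 KO replicate 4 were chosen after that position was seen. Among 102 groups of 4 libraries that were checked for a library far from the other 3 of its genotype (a gap to the nearest library, as a share of the group's range, above Dixon's critical value), 6 had such a library, where 5.1 are given by chance. For single genes these were Txnip in PARP1 KO replicate 2 (44.0 CPM, against 58.6 to 61.9 in the others), Lama2 in WT replicate 4 (2.10 CPM, against 3.31 to 3.57), Cd55 in PARP1 KO replicate 1 (2.54 CPM, against 3.70 to 3.94), Afap1 in PARP1 KO replicate 3 (123.4 CPM, against 129.1 to 130.1) and Ptgfrn in PARP1 KO replicate 1 (173.2 CPM, against 179.5 to 180.03). As many single genes as this are given by chance, and no technical or biological explanation was tested for them one by one.

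On the second principal component of all tested genes, which holds 20.4% of the variance, PARP1 KO replicate 4 had a score of -33.5, while the other 3 PARP1 KO libraries lay between 9.42 and 11.9. A GC content trend as the whole cause is argued against, since the gap was 0.856 of the range with that trend removed, still above that value, although the deviation of this library from the others had a Spearman correlation with GC content of -0.65 across genes. This library is the only one of its genotype with high Xist, at 1863 CPM against 1.97 or less, as WT replicates 3 and 4 are in theirs. With the genes of chromosomes X and Y left out, the gap was 0.632 of the range, below that value. The score of PARP1 KO replicate 4 was then -34.0, while the other 3 PARP1 KO libraries spread from -6.38 to 9.70. The smaller gap thus came from the spread of those libraries and cannot tell whether the sex of the embryo has a part. Sex and other causes stay open. The design names no biological condition other than genotype, and no other biological explanation was tested.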

How the results depend on the processing

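The settings named here were chosen before the data were examined, except the following, which were chosen after seeing the data: DESeq2 with corrections, with the block or without a library, edgeR with robust estimation, limma voom with library quality weights, length and GC correction together without the block, the gene sets without the genes past the DESeq2 threshold, and the marker lists without a library. Parp1 stayed past the threshold in all 21 alternatives, with log2 fold changes from -1.90 to -1.65 and adjusted p-values of at most 0.00023. The cell adhesion gene families stayed past theirs in all 22, with medians from 0.097 to 0.146.

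The count of differentially expressed genes was 2 (1 higher, 1 lower, 1 of the 40 genes other than Parp1 that the paper names) in edgeR. It was 49 (42 higher, 7 lower, 32 of the paper's genes) with DESeq2, with or without betaPrior, and 1 (0 higher, 0 of the paper's genes) with limma voom. With upper quartile factors, no filter, the Y chromosome covariate, or an adjusted p under 0.1, 2 genes were higher and 2 of the paper's genes passed. With limma voom and library quality weights, 491 genes passed (304 higher, 187 lower, 39 of the paper's genes), with a weight of 0.126 for PARP1 KO replicate 1. Across the 8 fits that each left out 1 library, the count ranged from 1 to 1077, higher genes from 0 to 560, lower genes from 1 to 517 and the paper's genes from 0 to 38. The upper ends all belong to the fit without PARP1 KO replicate 1, in which the biological coefficient of variation was 0.104, and the other 7 fits gave 1 gene each. DESeq2 gave 90 genes with length and GC correction, and from 19 to 2168 when 1 library was left out, where 2168 is without PARP1 KO replicate 1 and the others lie from 19 to 55. Apart from that fit, the cause was not tested.

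Libraries share replicate numbers between genotypes, but the correlations of their deviations for the same number were -0.10, 0.12, -0.045 and 0.092, so the numbers do not pair them. With the replicate block, edgeR gave 2 genes (Parp1 past the threshold, Cd55 at 0.209, Ttr at 0.0463), DESeq2 gave 24 genes, and with length and GC correction beside the replicate block edgeR gave 1 gene, 0 of them higher and 0 of the paper's.

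The axon guidance gene families had a median log2 fold change of 0.035 with p = 0.108 under fry and 0.0553 with the estimated correlation. The median ranged from 0.0017 without PARP1 KO replicate 1 to 0.079 without PARP1 KO replicate 4. The CR cell marker list, with a median of -0.14 and p = 0.0332 in camera, had p = 0.191 under fry and 0.179 with the estimated correlation, and was above 0.05 with length correction (-0.13, p = 0.0583), GC correction (-0.16, p = 0.0583) and both (-0.14, p = 0.0941). Across the fits without 1 library its median ranged from -0.19 to -0.068, and p was above 0.05 without WT replicate 3 and PARP1 KO replicates 1 and 4. The cause was not tested.

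Of the other marker lists, those that passed the threshold when a library was left out were the meninges, from 0.15 to 0.51 (adjusted p = 0.0443 without PARP1 KO replicate 1), the intermediate progenitors, from -0.34 to -0.099 (adjusted p = 0.0123 without PARP1 KO replicate 1), and the unfolded protein response, from -0.16 to -0.10 (adjusted p = 0.0137 without WT replicate 2). The endothelium list (from -0.086 to 0.021) reversed to 0.0061 without WT replicate 1 and to 0.021 without PARP1 KO replicate 4, and the ganglionic eminence list (from -0.28) to 0.0088 without PARP1 KO replicate 4. The trend of log2 fold change with transcript length, a Spearman correlation of -0.0077 across genes, ranged from -0.056 to 0.090.

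Of the 21 genes followed under these settings, which are those named at the claims other than Parp1 and the CR cell genes Trp73, Car10 and Calb2, none reversed. Genes named only in other parts were not followed. In the fit without PARP1 KO replicate 1, 17 passed the threshold that did not otherwise, and with DESeq2 15 did so. Ttr has no value with a minimum of 10 counts in every library, since its counts are too low, and passed 0.05 with upper quartile factors, no filter and the Y chromosome covariate.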

Differences from the paper's values

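The paper reports 48 altered genes, and edgeR gave 2. It reports 42 upregulated genes, and edgeR gave 1. Among the alternatives set before the data were examined, DESeq2 and DESeq2 with betaPrior closed both gaps, with 49 altered and 42 upregulated genes, and the others did not. The paper's methods name DESeq2. For the share of upregulated genes the paper gives 88%, against 50% in edgeR. DESeq2, with or without betaPrior, gave 85.7%. An adjusted p under 0.1, upper quartile factors, no filter and the Y chromosome covariate gave 66.7% each, less than 1.5 times apart from the paper's value, but from 3 genes, too few to set a share. The other alternatives set before the data were examined lay further away. Of the DESeq2 fits chosen after seeing the values, those with length correction (43 genes, 34 higher, 79.1%), without WT replicate 4 (51 genes, 49 higher, 96.1%), without PARP1 KO replicate 3 (55 genes, 50 higher, 90.9%) and without PARP1 KO replicate 4 (45 genes, 38 higher, 84.4%) came within 1.5 times of all 3 of the paper's values. GC correction (51 higher, 69.9%) and length and GC correction together (55 higher, 61.1%) did so for the higher genes and the share. The replicate block (91.7%) and the fits without WT replicate 1 (88.5%), WT replicate 2 (85.0%), WT replicate 3 (89.5%) and PARP1 KO replicate 2 (82.6%) did so for the share alone, as did limma voom with library quality weights (304 of 491 genes higher), also chosen after seeing the values.

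The following log2 fold changes of the paper were read by eye from Fig. 3A. That of Abca1 was about 0.45, against 0.70 here, that of Reln about 0.52, against 0.78, and that of Txnip about -0.63, against -0.91. DESeq2 with betaPrior closed these 3 gaps (0.52, 0.54 and -0.61), and no other alternative did. Ptprz1 stood at about 0.41, against 0.52 here, and DESeq2 with betaPrior (0.41), length and GC correction with the replicate block (0.43), the fit without PARP1 KO replicate 4 (0.44) and length correction (0.45) came within their standard errors of it, as did length and GC correction without the block (0.43), which was chosen after seeing the values. Without WT replicate 2 (0.50), WT replicate 3 (0.49) or PARP1 KO replicate 2 (0.48) the value also lay within its standard error of the paper's, but that error was wider, at 0.105, 0.104 and 0.0986 against 0.0901 with all libraries, and the value without WT replicate 2 had hardly moved. The other alternatives did not close the gap. Cd55 stood at about 0.70, against 1.72, and Ttr at about 0.48, against 3.59. None of the alternatives closed either gap, and the nearest was DESeq2 with betaPrior, with 0.88 and 0.57. That setting shrinks log2 fold changes, and it lay nearest to the figure for Abca1, Reln, Txnip and Ptprz1 as well. The paper does not state whether Fig. 3A shows shrunken values, so most of these gaps may be a difference of scale.

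The paper's text and Fig. 3 name 40 genes other than Parp1, fewer than the 48 altered genes that it reports, so the counts here do not cover its full list. Of these 40, only Cd55 passed the threshold in edgeR over all genes. DESeq2 called 32 of them. Among those that it did not call were Lama2, Lamc1, Prpf8, Ank2, Hspa5, Vwf and Kif1a, which the paper also counts as altered. Without PARP1 KO replicate 1, edgeR called 38 of the 40, among them Lama2, Lamc1, Prpf8, Ank2, Hspa5 and Kif1a. Among settings chosen after seeing the values, limma voom with library quality weights and DESeq2 without PARP1 KO replicate 1 each called 39, among them these genes and Vwf, and DESeq2 with GC correction called 36, among them Lamc1, Prpf8, Ank2, Hspa5, Vwf and Kif1a. Also chosen after seeing the values, DESeq2 with length correction called, of these genes, Lamc1 and Prpf8, with length and GC correction also Hspa5, with the replicate block Lamc1, without WT replicate 2 Hspa5, without WT replicate 4 Prpf8, Ank2 and Vwf, and without PARP1 KO replicate 3 Lamc1, Prpf8 and Ank2.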

Other observations

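The tests on mislabelling and on a less mature cortex in PARP1 KO replicate 1, on strain variants near Parp1, on the splits with Parp1 left out, on the genes lost with the length correction and on transcript length in the adhesion families were chosen after the result was seen. PARP1 KO replicate 1 lay apart from the other PARP1 KO libraries, at 39.6 on the first principal component (31.7% of the variance), where the other 3 lay between -23.8 and -12.8. The SD of its deviation from the mean of the other libraries was 0.303 on the log2 scale, against 0.105 to 0.218. Of 1075 genes past the threshold without it, it moved the same way from the WT mean in 208 (19.3%). A mislabelled genotype is argued against by its Parp1 level of 92.0 CPM. With its counts drawn down to 54508988 the SD was 0.304, but such a draw leaves the expected CPM unchanged, so it cannot decide on library size. PARP1 KO replicate 2 had more counts, at 84482339, and an SD of 0.195, so a large library alone did not set a library this far apart. Transcript length and GC trends are argued against as the whole cause by an SD of 0.280 with both removed. A higher share of nuclear RNA stays open: the 8 tested noncoding RNAs had a median difference of 0.26 from the other PARP1 KO libraries, but 4 were highest and 4 were lowest in this library. A less mature cortex stays open as well, since the lists moved apart in a single library. The intermediate progenitor list was higher by a median of 0.53 in this library, highest for 7 of 7 genes, and the radial glia list by 0.31, while the cortical neuron list differed by -0.013, with 5 of 10 genes higher. The age of the embryos beyond E15.5 and the litter were not tested.

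Of the 35 splits of the 8 libraries, 1 gave as many genes past the edgeR threshold, but Parp1, the targeted gene, is 1 of the 2 genes of the real split, so this count decides nothing. With Parp1 left out, 2 of the 35 splits gave as many genes. For DESeq2, 6 of the 35 splits gave as many genes, and 6 of 35 as many in the larger direction. Of the 5 other splits, which gave 140 to 1022 genes, 3 put PARP1 KO replicates 2, 3 and 4 in one group and replicate 1 in the other. In the 7 libraries left without PARP1 KO replicate 1, 1 of 35 splits gave as many genes. In set tests, 1 of 35 splits gave as small a camera p for the cell adhesion families, 3 of 35 for the axon guidance families and 9 of 35 for the CR cell marker list.

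Among the 42 genes higher in DESeq2, the median percentile of transcript length was 93.25 among the 200 tested genes of the nearest abundance. Transcript length as the whole cause is argued against, since 26 of them stayed past the threshold with the length correction, and GC content likewise, since 39 stayed with the GC correction. The Spearman correlation of log2 fold change with length over all tested genes was as large in 33 of 35 splits, and that with GC content (-0.14) in 26 of 35. For the 16 higher genes that the length correction took below the threshold, length bias and other causes cannot be told apart, because the correction also changes their error. In the cell adhesion families the median was 0.104 with that correction, which argues against length as the cause. Meningeal tissue was not tested as a source for these families. Among their collagens, Col1a1, Col1a2, Col3a1 and Col6a3 are also in the meninges list, with log2 fold changes of 0.56, 0.38, 0.11 and 0.21. A part for this tissue in the families stays open. Strain variants linked to Parp1 are argued against as the source of the DESeq2 genes as a whole, with 3 of 48 on chromosome 1 (6.25%) against 5.81% of tested genes (Fisher's exact test, two-sided, p = 0.757). For those 3 genes, Cd55, Nav1 and Astn1, which lie 22.2 to 50.2 Mb from Parp1, linked variants and an effect of PARP1 loss cannot be told apart, since 3 genes are too few to test their distance against that of the other 870 tested genes of the chromosome (median 74.2 Mb, exact two-sided rank-sum test, p = 0.431).

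For the higher Reln, more CR cells in the dissected cortex are argued against in these libraries by the 10 other CR cell markers, whose median log2 fold change was -0.14, with 2 higher and 8 lower. The paper counted more Reelin-expressing cells in sections, which these libraries do not measure. In PARP1 KO NPC cultures it also reports a higher share of Reelin-positive cells, and more Trp73 isoform, Car10 and Calb2 mRNA by RT-qPCR. The summed meninges list rose by 2.56 CPM against 112 CPM in Reln, which cannot decide on meningeal tissue, since the list stood at only 16.8 CPM in WT. Meningeal tissue as the only source is argued against, since the list had a median log2 fold change of 0.32 against 0.78 in Reln. With 8 of its 9 genes higher, a part for this tissue stays open. Transcript length is argued against by a log2 fold change of 0.63 with the length correction. A change in Reln within cells stays open in these libraries, which carry no measure per cell, and was not tested here. The paper reports, without showing the data, that in situ hybridization at E15.5 found Reln transcripts per CR cell unaltered.

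Choroid plexus tissue as the source of the higher Ttr cannot be told apart from a change in the cortex, since the 9 other tested genes of the list had a median log2 fold change of 0.14, with 7 higher, at 8.90 and 8.62 CPM for the most abundant, Enpp2, in WT and PARP1 KO. Of the 15 genes of the list 10 had enough counts, with a median of 0.143 (fry, adjusted p = 0.124, 8 of 10 higher). The meninges list had a median of 0.32 (adjusted p = 0.196, 8 of 9 higher), blood 0.15 (0.550, 5 of 7), endothelium -0.025 (0.840, 4 of 10), ganglionic eminence -0.16 (0.748, 3 of 14), cortical hem -0.13 (0.460, 1 of 8), radial glia -0.080 (0.460, 2 of 10), intermediate progenitors -0.20 (0.460, 0 of 7), cortical neurons -0.033 (0.954, 4 of 10), the unfolded protein response -0.11 (0.0783, 2 of 12) and immediate early genes 0.18 (0.460, 8 of 10). Every one of these medians moved by more than 1.5 times when some library was left out. The lowest and highest were, for choroid plexus, 0.045 without WT replicate 2 and 0.17 without WT replicate 3, for meninges, 0.15 without PARP1 KO replicate 2 and 0.51 without PARP1 KO replicate 1, and for blood, 0.010 without PARP1 KO replicate 2 and 0.13 without WT replicate 4. They were -0.086 without PARP1 KO replicate 3 and 0.021 without PARP1 KO replicate 4 for endothelium, -0.28 without PARP1 KO replicate 2 and 0.0088 without PARP1 KO replicate 4 for ganglionic eminence, and -0.22 without PARP1 KO replicate 1 and -0.053 without PARP1 KO replicate 2 for cortical hem. Radial glia ranged from -0.22 without PARP1 KO replicate 1 to -0.028 without PARP1 KO replicate 4, intermediate progenitors from -0.34 without PARP1 KO replicate 1 to -0.099 without PARP1 KO replicate 2, and cortical neurons from -0.083 without WT replicate 4 to -0.0079 without WT replicate 1. The unfolded protein response ranged from -0.16 without PARP1 KO replicate 1 to -0.10 without PARP1 KO replicate 3, and immediate early genes from 0.082 without PARP1 KO replicate 3 to 0.42 without PARP1 KO replicate 4.

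The nuclear RNA list had a median of 0.12 between genotypes (7 of 8 higher). Rn45s took 1.06, 1.29, 1.18 and 0.835% of the counts in WT replicates 1 to 4 and 1.10, 2.66, 1.88 and 1.14% in PARP1 KO replicates 1 to 4. Lars2 stood at 368, 489, 413 and 260.5 CPM in WT and at 356, 1789, 1503 and 826 CPM in PARP1 KO libraries. Xist stood at 1403 and 1915 CPM in WT replicates 3 and 4 and at 1863 CPM in PARP1 KO replicate 4, and at 1.97 CPM or less in the others.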
